# Treatment with αvβ3-integrin-specific 29P attenuates pressure-overload induced cardiac remodelling after transverse aortic constriction in mice

**DOI:** 10.1016/j.jmccpl.2024.100069

**Published:** 2024-03-12

**Authors:** Alexandra Njegić, Lina Laid, Min Zi, Eleni Maniati, Jun Wang, Alexandru Chelu, Laura Wisniewski, Jenna Hunter, Sukhpal Prehar, Nicholas Stafford, Chaim Gilon, Amnon Hoffman, Michael Weinmüller, Horst Kessler, Elizabeth J. Cartwright, Kairbaan Hodivala-Dilke

**Keywords:** Heart failure, Integrin, Transverse aortic constriction, Cardiac hypertrophy, Cardiac fibrosis, RGD-mimetic

## Abstract

Heart failure remains one of the largest clinical burdens globally, with little to no improvement in the development of disease-eradicating therapeutics. Integrin targeting has been used in the treatment of ocular disease and cancer, but little is known about its utility in the treatment of heart failure. Here we sought to determine whether the second generation orally available, αvβ3-specific RGD-mimetic, ***29P***, was cardioprotective. Male mice were subjected to transverse aortic constriction (TAC) and treated with 50 μg/kg ***29P*** or volume-matched saline as Vehicle control. At 3 weeks post-TAC, echocardiography showed that ***29P*** treatment significantly restored cardiac function and structure indicating the protective effect of ***29P*** treatment in this model of heart failure. Importantly, ***29P*** treatment improved cardiac function giving improved fractional shortening, ejection fraction, heart weight and lung weight to tibia length fractions, together with partial restoration of Ace and Mme levels, as markers of the TAC insult. At a tissue level, ***29P*** reduced cardiomyocyte hypertrophy and interstitial fibrosis, both of which are major clinical features of heart failure. RNA sequencing identified that, mechanistically, this occurred with concomitant alterations to genes involved molecular pathways associated with these processes such as metabolism, hypertrophy and basement membrane formation. Overall, targeting αvβ3 with ***29P*** provides a novel strategy to attenuate pressure-overload induced cardiac hypertrophy and fibrosis, providing a possible new approach to heart failure treatment.

## Highlights

• ***29P*** improves cardiac function following transverse aortic constriction (TAC).
• Treatment with ***29P*** reduces cardiac hypertrophy and fibrosis post-TAC.
• RNAseq reveals ***29P***-mediated changes to metabolic, fibrotic and hypertrophic genes.

## 1 Introduction

Heart failure (HF), often the terminal aetiology of many cardiovascular diseases (CVD), is predicted to affect around 64 million people globally [1]. Targeting the progression of CVD is therapeutically challenging owing to the myriad of HF symptoms. In general, HF is often accompanied by poor cardiac function, deposition of non-contractile fibrotic tissue, an insufficient coronary microvascular and pathological cardiomyocyte hypertrophic remodelling [2]. Although advances in therapeutics have improved the diagnostic outcome of patients with HF, the 5-year mortality rate remains high. Therefore, there remains a need to develop novel therapeutics to improve outcome in patients with HF.

Integrins are heterodimeric, allosteric, transmembrane adhesion glycoproteins composed of a single α and a single β subunit [3]. Integrin αvβ3 is expressed on multiple cell types and is upregulated on the neovasculature; for example, within tumours and the myocardium post-myocardial infarction [[4], [5], [6], [7], [8], [9], [10]]. The upregulation of αvβ3/αvβ5 in proliferating vascular endothelial cells have led to the development of αvβ3/αvβ5 antagonists, such as the RGD-mimetic pentapeptide Cilengitide [[11], [12], [13]]. Cilengitide at its maximally tolerated doses (5 mg/kg) is anti-angiogenic, anti-adhesive and inhibits tumour cell proliferation in gliomas [[13], [14], [15]]. However, Cilengitide has hormetic effects and low-dose Cilengtide (ldCil) promotes angiogenesis *in vitro* and *in vivo*, a process termed vascular promotion [[16], [17], [18]]. Mechanistically, ldCil does not affect the adhesive function of endothelial cell αvβ3/αvβ5, but instead promotes the activation and recycling of the pro-angiogenic receptor VEGF-receptor 2 (VEGFR2) [17]. Exploiting this feature of ldCil, application in an abdominal aortic constriction (AAC) murine model of cardiac hypertrophy was shown to attenuate pressure overload remodelling and increase cardiac angiogenesis [16]. More recently, ldCil was also shown to improve re-perfusion following hindlimb ischaemia through enhanced neoangiogenesis, increased ischaemic muscle VEGF-A expression and promotion of macrophage infiltration and polarization [19].

Unfortunately, due to its failure to improve outcome in clinical trials for the treatment of glioblastoma the future of Cilengitide was hindered [20]. Cilengitide is administered intravenously and whilst its affinity for αvβ3 is subnanomolar (IC_50_ = 0.6 nM), it also has residual affinity for αvβ5 (IC_50_ = 8.4 nM) and α5β1 (IC_50_ = 15 nM) integrins [13,21]. To overcome these limitations, second generation RGD-mimetics were developed [21,22]. One such peptide, termed ***29*** [*c*(*vRGDA*A)] exhibits a favourable preference for αvβ3 (IC_50_ = 0.6 nM) over both αvβ5 (IC_50_ = 145 nM) and α5β1 (IC_50_ = 21 nM) integrins, docks to αvβ3 in a similar mechanism to Cilengitide and has been engineered to be orally available [21,23,24]. The orally available peptide prodrug ***29P*** [*c*(*vR(Hoc)_2_GD(OMe)A*A)] is cleaved into the active hexapeptide ***29*** in plasma [21]. *In vitro*, lower doses of ***29*** promote the upregulation of VEGFR2 protein expression in HUVECs and *in vivo* (50 μg/kg) it can increase angiogenesis of blood vessels within a subcutaneous Lewis Lung Cell tumour model similar to the effects of ldCil [21].

Here we show that ***29P*** can prevent adverse cardiac remodelling and restore cardiac function in a transverse aortic constriction (TAC) pressure-overload model of cardiac hypertrophy. RNA sequencing suggests that ***29P*** can modify key genes involved in cardiac hypertrophy, fibrosis and fatty acid metabolism, suggesting a new mode of action for ***29P***.

## 2 Materials and methods

### 2.1 Animals

Male C57Bl/6 J (Envigo) aged between 7 and 8 weeks and weighing between 21 g–28 g were subject to TAC using methods detailed previously [25,26]. Mice were housed in a pathogen-free, temperature- and humidity-controlled environment (21 ± 2 °C, light:dark cycle of 12 h) and were maintained in ventilated cages with access to standard chow diet and sterile water. The procedures described in this study were performed in accordance with the U.K. Animals (Scientific Procedures) Act (1986) and institutional guidelines for laboratory animal research at The University of Manchester, UK.

### 2.2 Transverse aortic constriction surgery

TAC was performed as detailed previously [25,26]. Mice were anaesthetised (3 % isoflurane) and given 0.1 mg/kg buprenorphine subcutaneously. Mice were intubated and ventilated (200 breaths per minutes, tidal volume of 0.1 ml [Minivent, Harvard Apparatus]) and the anaesthetic reduced (2 % isoflurane). A partial thoracotomy between the left second and third rib was performed and then a 27G needle was placed between the brachiocephalic artery and left common carotid artery which was ligated with a 7–0 prolene suture. The needle was removed to yield a constriction 0.41 mm in diameter. The chest and skin were then closed with a 6.0 prolene suture. Sham operated mice were subject to the same surgical procedure without ligation. All mice were given 0.1 ml/kg of saline intraperitoneally post-surgery. Upon the termination of experiment, mouse hearts were excised and drained of blood in sterile saline solution. Hearts and kidneys were dried, weighed and then roughly sectioned to provide tissue for RNA, protein analysis and histology. Lungs were excised and weighed and the tibia length measured to normalise the heart, kidney and lung weight.

### 2.3 Oral gavage treatment with *29P*

The oral prodrug ***29P*** was kindly provided to use by Chaim Gilon, Amnon Hoffman, Michael Weinmüller and Horst Kessler [21]. Mice were randomly assigned to receive either 6 doses of 50 μg/kg ***29P*** or volume-matched saline vehicle (Veh) as control, delivered through oral gavage. Treatment commenced 1-week following TAC surgery for 2 weeks with each gavage at least 48 h apart. Experiments were ended at two different time points following ***29P*** treatment: either at 3 weeks post-TAC or at 6-weeks post-TAC, *i.e.* 3 weeks after cessation of ***29P*** administration.

### 2.4 Transthoracic two-dimensional echocardiography

Mice were subject to echocardiography 1-, 3- and 6-week's post-TAC using the Vevo770 ultrasound machine and associated 14 MHz transducer (VisualSonics, FujiFilm). Mice were anaesthetised (1 % isoflurane) and heart rate maintained at 400–450 beats per minute. A parasternal short-axis M-mode image at the level of the papillary muscles was captured and used to estimate cardiac ejection fraction and fractional shortening (please see supplementary methods for calculations).

### 2.5 Histology

Full staining methodologies and analysis parameters are available in the supplementary methods. Briefly, heart mid-sections were fixed in 4 % paraformaldehyde, processed (Leica) and embedded in paraffin wax. 5 μm thick sections were obtained on poly-l-lysine coated slides. Both Haematoxylin and Eosin (H&E) staining and Masson's trichrome staining was performed using an automated stainer (Leica). Isolectin β4 (Vector) was used to visualise the microvasculature. Briefly, rehydrated slides were incubated with hydrogen peroxide block and then subject to sodium citrate (pH 6)-mediated antigen retrieval. Avidin and biotin blocking (Jackson) was performed and slides were incubated with biotinylated isolectin β4 (1:100; Vector). Slides were then incubated with streptavidin peroxidase (Abcam), developed using the DAB chromogen/DAB substrate method (Abcam) and counterstained with haematoxylin, dehydrated, cleared and mounted. All slide imaging was performed using the 3D-Histech Pannoramic-250 microscope slide-scanner (3D-Histech) and visualised using the Caseviewer software (3D-Histech).

### 2.6 Histological quantification

Cardiomyocyte cross-sectional area was obtained using Caseviewer (3D-Histech). A minimum of 100 transverse cardiomyocytes within the left ventricle (LV) were measured. The percentage of fibrosis within the LV was calculated using the semi-automated Caseviewer QuantCentre (3D-Histech) plugin. Fibre phenotypes were explored using The Workflow Of Matrix BioLogy Informatics [27] (TWOMBLI) plugin for ImageJ. Blood vessel images were cropped around longitudinal vessels and vessel length obtained using the FIJI (Image J) Skeletonize (2D/3D) [28] and Analyse skeleton plugin features [29]. Vessel length was then expressed as a percentage of each image area. An average of 3–4 images were used for statistical analysis.

### 2.7 RNA sequencing of left ventricle apex at the 3-week experimental endpoint

The full method for RNA extraction and sequencing is detailed in the supplementary methods.

#### 2.7.1 RNA extraction

RNA from snap frozen left ventricular apex tissue was extracted using the TRIzol (ThermoFisher)/chloroform method.

#### 2.7.2 RNA sequencing

RNA sequencing was performed by the genomics facility at Queen Mary University London.

RNA quantification was performed using the Nanodrop, followed by qualitative RNA analysis using the Agilent 2100 Bioanalyser according to manufacturer's guidance (Agilent). The mRNA Library was prepared using NEBNext Ultra II (New England Biolabs) and quantification of mRNA libraries was performed using Qubit 2.0 fluorometer. mRNA fragment size was checked using the Agilent 4200 Tapestation (Agilent). All samples were processed for individual Illumina next generation sequence library denaturation and loading. Following the sequencing run, 2 out of 20 samples had a read per million value of <10 million and were excluded. The data was aligned to the mouse genome (Mm10 genome assembly) using Partek Flow (Star 2.3.7), with an alignment rate of 98 %. Genes and transcripts were annotated with Genocode 25 and the number of reads within exons on average 84 %. Normalisation of data was performed using counts per million (CPM) + 0.0001.

#### 2.7.3 RNA-Seq data analysis

To identify differentially expressed genes (DEGs), normalised data was subject to DESeq2 differential gene expression analysis (*p* ≤ 0.05) and visualised using Venn diagrams. Enrichment of overlapping genes was performed with R package dnet using GOBP with significant terms identified (adjusted *p* ≤ 0.05). Annotated pathways were obtained from the Molecular Signature Data Base (MSigDB, v7.5.1). Furthermore, DEGs (*p* ≤ 0.05, ±0.3 Log_2_[CPM]) were inputted into STRING [30] for network analysis on Cytoscape [31], the largest interacting subcluster was subject to GOBP enrichment (adjusted p ≤ 0.05).

### 2.8 Single cell expression of Itgb3 in the heart following TAC

The publicly available Gene Expression Omnibus (GEO) database was searched for single cell RNA-Seq (https://www.ncbi.nlm.nih.gov/geo/). This identified the database GSE18072 (subseries of GSE180794 [32]) which contained data from endothelial cells, cardiomyocytes and fibroblasts at 1-week and 8-weeks post-TAC. The Log_2_[CPM] and the *P*-value were obtained from the spreadsheets available for download.

### 2.9 Statistics

All statistical analysis was performed using GraphPad Prism, each statistical test used is detailed within the figure legends (GraphPad, v9.2.0).

## 3 Results

### 3.1 *29P* treatment ameliorates pressure overload induced cardiac hypertrophic remodelling and impeded cardiac function at 3 weeks post-TAC but not post-*29P* treatment cessation

To determine the cell types in which αvβ3 integrin is expressed post-TAC, a search of the GEO repository was performed. Utilising data from Froese et al., 2022 (GSE180720 [32]), at 1-week post-TAC, the gene encoding β3 integrin, *Itgb3*, was upregulated in isolated endothelial cells, cardiomyocytes and fibroblasts (Fig. 1A). By 8-weeks post-TAC, *Itgb3* expression decreased to that of Sham control mice in endothelial cells and fibroblasts but remained significantly elevated in cardiomyocytes (Fig. 1A). These data indicate that within the heart, upregulated *Itgb3* expression is transient depending on the cell type.

**Fig. 1:**
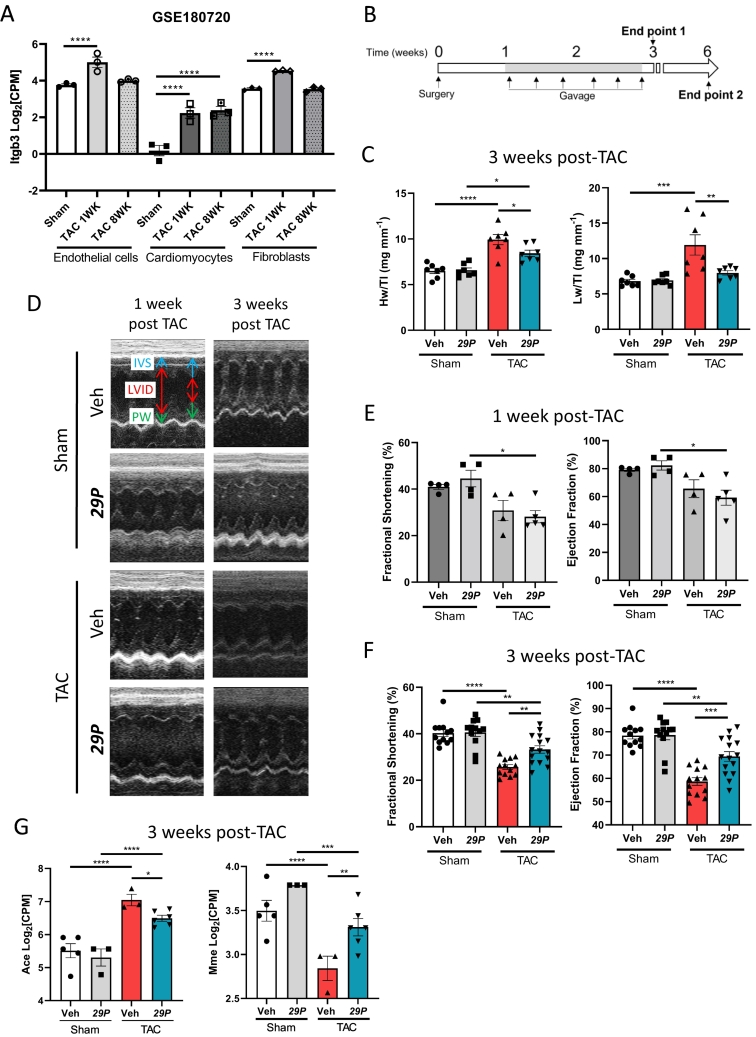
***29P*** confers protection against cardiac remodelling and improved cardiac function at 3 weeks post-TAC. A Expression of *Itgb3* in isolated cardiac endothelial cells, cardiomyocytes and fibroblasts, n = 3. B Timeline schematic detailing the onset of treatment and the two study endpoints utilised. C Morphometric parameters following 3 weeks TAC. ***29P*** treatment significantly reduces Hw:Tl and Lw:Tl ratios. Sham Veh n = 7, Sham ***29P*** n = 7, TAC Veh n = 7, TAC ***29P*** n = 7. Two-way ANOVA with Tukey's multiple comparison test (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). D Representative short-axis M-mode traces at 1-, 3- and 6-weeks post-TAC (interventricular septum [IVS, blue], internal diameter [LVID, yellow] and posterior wall [PW, red]). E, F Quantification of fractional shortening (FS) and ejection fraction (EF) from echocardiography performed at (E) 1- and (F) 3-weeks post-TAC. E Retrospective analysis of echocardiography at 1-week post-TAC. Mice randomly assigned to receive ***29P*** had reduced cardiac function when compared to Sham controls. Sham Veh n = 4, Sham ***29P*** n = 4, TAC Veh n = 4, TAC ***29P*** n = 5. F EF and FS were reduced following TAC however ***29P*** confers partial protection against the reduction. Sham Veh n = 12, Sham ***29P*** n = 12, TAC Veh n = 13, TAC ***29P*** n = 15. E, F Two-way ANOVA with Tukey's multiple comparison test (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). G Following TAC, expression of *Ace* and *Mme* were partially rescued by ***29P***. Sham Veh n = 5, Sham ***29P*** n = 3, TAC Veh n = 3, TAC ***29P*** n = 6, data from bulk RNA-sequencing of the left ventricle. Data analysed using DeSeq2, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. (For interpretation of the references to colour in this figure legend, the reader is referred to the web version of this article.)

Treatment with 50 μg/kg ***29P*** by oral gavage 1-week following surgery for 2 weeks had no significant effect on survival or body weight throughout the study (Fig. 1B and Supplementary Fig. 1A and B), suggesting no overt toxic effects, similar to Cilengitide. TAC initiates cardiac hypertrophy and chronic maladaptive remodelling can result in heart failure (HF). At the 3-week endpoint, increased heart weight to tibia length (Hw:Tl) and lung weight to tibia length (Lw:Tl) ratios were observed in Veh treated TAC mice when compared to its Sham control, indicative of cardiac hypertrophy and lung congestion, respectively (Fig. 1C). However, ***29P***-treatment partially prevented the increase in Hw:Tl ratio and lung congestion (Lw:Tl) was absent when compared to Veh TAC controls (Fig. 1C). We have previously shown that intervention at 3 weeks post-AAC with 3 weeks of ldCil, restores its cardioprotective effects at 6-weeks thus reversing maladaptive remodelling; effects which are sustained at 12-weeks [16]. As such, we sought to determine if our model of TAC and ***29P*** treatment could sustain its cardioprotective effects (Fig. 1B). However, at the 6-week experimental endpoint, *i.e.* 3 weeks following treatment cessation, ***29P*** treatment showed no difference in Hw:Tl or Lw:Tl (Supplementary Fig. 1C). Overall, these data suggest that immediately after treatment cessation, but not 6 weeks post-TAC *i.e.*, 3 weeks post-treatment cessation, ***29P*** confers protection against cardiac remodelling and prevents early signs of lung oedema, a phenotype associated with cardiac failure.

Progressive remodelling ultimately affects cardiac function. Although initially there may be some element of compensation, over time, decompensation results in loss of function which can be characterised *in vivo* using transthoracic echocardiography (Fig. 1D). Parameters obtained pre-treatment showed reduced cardiac function (assessed through fractional shortening [FS] and ejection fraction [EF]) was present following 1-week TAC (Fig. 1E). However, at the 3-week experimental timepoint, ***29P*** treatment of TAC mice significantly, albeit partially, prevented the deterioration of cardiac function when compared to Veh treated TAC controls (Fig. 1F). This effect was not sustained significantly at the 6-week experimental endpoint, 3 weeks following ***29P*** treatment cessation (Supplementary Fig. 1D).

Changes to kidney mass have been reported following TAC when the aorta is similarly constricted with a 27G needle [33]. In this study, following TAC, we observed a trend towards a reduced kidney mass and decreased kidney mass:TL ratio in the absence of any phenotypic differences (Supplementary Fig. 2A–D). 

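Expression of Ace (angiotensin converting enzyme) and Mme (membrane metalloendopeptidase) 3 weeks after surgery was measured by bulk RNA-sequencing of the left ventricular apex in 5 Sham Veh, 3 Sham 29P, 3 TAC Veh and 6 TAC 29P mice. The authors deposited CPM values to which 0.0001 had been added, and values are given here as log2 CPM. Group differences are log2 fold changes from 1 linear model of the 4 group means, fitted to 16218 genes with limma. Each was also tested by an exact two-sided permutation of the libraries of the 2 groups compared. Ace lies on chromosome 11 of mm10 from 105967945 to 105989964, where the GENCODE vM21 annotation also places Gm11651 on the opposite strand. Its log2 CPM was 5.45 ± 0.51 (SD, n = 5) in Sham Veh, 5.23 ± 0.47 (SD, n = 3) in Sham 29P, 7.04 ± 0.30 (SD, n = 3) in TAC Veh and 6.47 ± 0.23 (SD, n = 6) in TAC 29P mice. After TAC, the log2 fold change in Veh mice was 1.59 (standard error 0.25, limma adjusted p = 0.00137, exact permutation p = 0.0179, the smallest that the 56 splits allow). Within TAC, 29P changed Ace by a log2 fold change of −0.57 (standard error 0.24, limma p = 0.0322, exact permutation p = 0.0119, the smallest that the 84 splits allow). All 6 TAC 29P libraries lay below the 3 TAC Veh libraries. Mme lies on chromosome 3 from 63241537 to 63386030. Its log2 CPM was 3.16 ± 0.32 (SD, n = 5) in Sham Veh, 3.51 ± 0.04 (SD, n = 3) in Sham 29P, 2.20 ± 0.35 (SD, n = 3) in TAC Veh and 2.88 ± 0.34 (SD, n = 6) in TAC 29P mice. TAC lowered it in Veh mice by a log2 fold change of −0.96 (standard error 0.22, limma adjusted p = 0.00823). The change with 29P within TAC was 0.68 (standard error 0.21, limma p = 0.00532, exact permutation p = 0.0357), and 5 of 6 TAC 29P libraries lay above every TAC Veh library. Neither difference within TAC passed Benjamini-Hochberg adjustment over the 16218 genes (adjusted p = 1 for both). TAC 29P mice still differed from Sham 29P mice, by a log2 fold change of 1.25 for Ace (limma adjusted p = 0.00348) and −0.63 for Mme (limma adjusted p = 0.0355). In the 9 fits that each left out 1 TAC library, the 29P change ranged from −0.67 to −0.39 for Ace, past the unadjusted threshold of 0.05 in 6 fits, and from 0.48 to 0.81 for Mme, past it in 8. The animal numbers in the library labels fall into 4 runs, which the labels do not call batches. With the run as a covariate the 29P change was −0.62 for Ace, no longer past the threshold, and 0.86 for Mme. In that fit the difference of TAC 29P from Sham 29P mice was 1.20 for Ace. For Mme it was −0.45, no longer past the threshold.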

At 3-week post-TAC, Veh treated TAC mice exhibit altered expression of key genes involved in the renin-angiotensin aldosterone system, namely *Ace* (angiotensin converting enzyme) and *Mme* (membrane metalloendopeptidase) and treatment with ***29P*** partially restored their expression levels towards those seen in Sham controls (Fig. 1G). However, at the 6-week experimental endpoint, the expression of *Ace* and *Mme* were comparable between Veh- and ***29P***-treated TAC mice (Supplementary Fig. 2E). These data show that ***29P*** treatment is unable to alleviate the loss of kidney mass following TAC.

### 3.2 *29P* alters genes associated with cardiac metabolism

Although ***29P*** has been successfully administered in mouse cancer models prior to this study [21], its potential mechanism of action(s) have not yet been explored in the heart. 

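The RNA-sequencing data analysed here are 17 libraries from the left ventricular apex, 1 per mouse, taken 3 weeks after TAC or Sham surgery and after 6 gavages of 29P at 50 μg/kg or of Vehicle. The authors aligned the reads to mm10, and the deposited file lists 21798 genes by symbol with their coordinates and their CPM. Low values within a library rise in steps, and the size of the step gives between 14.2 and 23.8 M reads per library, with a median of 20.4 M. The median was 22.3 M in Sham Veh, 17.0 M in Sham 29P, 20.0 M in TAC Veh and 20.4 M in TAC 29P libraries. Between 76.5 and 79.7% of the low values in a library were whole multiples of its step, so whole read counts were not recovered from the file. Genes with a CPM of at least 0.5, or 10 reads at a depth of 20 M, in at least 3 libraries were tested. The model shared 1 estimate of the spread per gene across the 4 groups, with 13 residual degrees of freedom, and moderated it along a trend with expression level. The threshold was the unadjusted p of 0.05 that the paper states, with Benjamini-Hochberg adjusted values beside it. Of the 4 runs of animal numbers in the labels, the run of libraries S1 to S11 held 5 TAC 29P, 1 TAC Veh, 2 Sham Veh and 1 Sham 29P libraries. The run S12 to S14 held 1 library of each group other than TAC 29P. S15 and S16 were 1 Sham 29P and 1 TAC Veh library, and S18 to S20 were 1 TAC 29P and 2 Sham Veh libraries. Only the run S1 to S11 held both TAC groups, with a single TAC Veh library, so the 29P change within TAC could not be recomputed within runs. Run and treatment therefore cannot be fully told apart.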

To investigate changes to gene expression following treatment with ***29P***, left ventricle apical tissue from all groups was subject to bulk RNA-Sequencing. According to the exclusion criteria detailed in the methodology, 2 libraries corresponding to one ***29P*** Sham and one Veh TAC were removed. Furthermore, following initial principal component analysis, a further Veh TAC mouse sample library was removed owing to a clustering association with Sham mice (data not shown). 

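Of the library numbers S1 to S20, 3 are absent (S7, S10 and S17), so the removal of libraries was not recomputed. Among the 21798 genes listed, 21796 had some signal in at least 1 of the 17 libraries, 16218 reached a CPM of 0.5 in at least 3 libraries and 13305 reached it in every library. The number of genes listed at 0 ranged from 1410 in a TAC Veh library to 3567 in the Sham 29P library S14, the library with the fewest reads.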

Removal of these three libraries followed by GSA analysis resulted in the identification of 13,800 genes. Hierarchical clustering and principal component analysis of the remaining 17 libraries revealed a clear clustering based on type of surgery and not to treatment type (Supplementary Fig. 3A and B). 

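In a principal component analysis of log2 CPM, with the 16218 genes centred and scaled, PC1 held 41.3% and PC2 12.5% of the variance. On PC1 the 8 Sham libraries lay between 11.7 and 165 and the 9 TAC libraries between −112 and −36.4, so no TAC library overlapped a Sham library in any run. The mean PC1 score differed between TAC and Sham by −136 (exact permutation p = 4.11e-05, the smallest that the 24310 splits allow, adjusted p = 0.00226 over 55 tests of library measures). Mean PC2 scores differed by −17.7 (exact permutation p = 0.431, adjusted p = 0.647). Between 29P and Veh, PC1 differed by 13.2 within TAC (exact permutation p = 0.512, adjusted p = 0.67) and by 23.3 within Sham (exact permutation p = 0.643, adjusted p = 0.752). For PC2 these differences were 22.0 within TAC (exact permutation p = 0.524, adjusted p = 0.67) and 32.0 within Sham (exact permutation p = 0.375, adjusted p = 0.647). PC1 scores spread more within Sham 29P (SD 76.8, n = 3) than within TAC 29P (SD 21.9, n = 6). Between runs of animal numbers lay 51.3% of the variance of PC2 (permutation p = 0.0198). The share of variance on PC1 moved most with TMM scaling factors, to 30.5%. Ward's clustering on correlation was applied to 3 selections of genes, all of which are given. With the 13305 genes at a CPM of 0.5 in every library, the first division of the tree separated the 8 Sham from the 9 TAC libraries. With the 16218 genes tested it set the Sham 29P library S14 apart from the other 16. With all 21798 genes, Sham libraries S4, S5 and S13 fell with the TAC libraries and TAC 29P library S18 with the Sham libraries.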

Changes to gene expression after TAC have been explored previously and more recently through interrogation of murine TAC with reference to human aortic stenosis datasets, all of which are available through the GEO repository [[34], [35], [36], [37]]. For this study, we focus on changes to gene expression caused by the administration of ***29P***. 

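Between Sham 29P (n = 3) and Sham Veh (n = 5) mice, 259 genes were higher and 956 lower with 29P at an unadjusted p of 0.05 or less. Together these 1215 genes were 7.49% of the genes tested, where the threshold would nominally pass 810.9 genes. Over the 56 divisions of the Sham libraries into groups of 5 and 3, the medians were 319 higher and 438 lower genes. At least as many as in the real groups arose in 33 divisions for higher and 17 for lower genes, the real one included. After adjustment 1 gene remained between the real groups, 4833412C05Rik, named here after its values were seen. It was listed at 0 in all 3 Sham 29P libraries. Its limma adjusted p = 5.71e-05 rested on the small constant added to CPM, and rose to 0.715 with 0.1 and 0.836 with 1 added, settings chosen after the data were seen. The values of both groups did not overlap for 347 genes, 2.14% of those tested, against the 3.57% that chance gives. In the 8 fits that each left out 1 Sham library, the count ranged from 139 to 574 for higher genes and from 280 to 2424 for lower genes. The lowest count of 280 came without library S14.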

Regarding ***29P*** sham mice, RNA sequencing revealed 942 altered transcripts between Veh Sham and the ***29P*** treated Sham group (Supplementary Table 1). Gene ontology biological process (GOBP) enrichment analysis of these DEGs revealed enrichment of genes in processes involved in cytoplasmic translation, ribosomal small subunit assembly and various mitochondrial functions (data not shown). However, as we observed no differences to survival or the overall phenotype and cardiac function in ***29P*** Sham mice, the following analysis will focus on changes to gene expression in ***29P*** TAC mice.

Firstly, we obtained DEGs between Veh TAC and Veh Sham and then compared this gene list with DEGs downregulated following ***29P*** treatment (Fig. 2A). This identified 129 genes of interest, GOBP enrichment analysis identified pathways key to pathological features associated with TAC such as ECM function(s), angiogenesis and various metabolic processes (Fig. 2C). 

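Between TAC Veh (n = 3) and Sham Veh (n = 5) mice, 6065 genes were higher and 565 lower after TAC, 40.9% of those tested, and 3958 genes had an adjusted p of 0.05 or less. The values of both groups did not overlap for 4838 genes (29.8%, against 3.57% by chance). CPM scales each library to its total, of which the 16 mitochondrial-encoded genes held 33.5 ± 3.64% (SD, n = 5) in Sham Veh and 35.6 ± 3.83% (SD, n = 3) in Sham 29P libraries. Their share was 26.1 ± 2.22% (SD, n = 3) in TAC Veh and 27.3 ± 1.69% (SD, n = 6) in TAC 29P libraries (TAC against Sham, exact permutation p = 8.23e-05, adjusted p = 0.00226). TMM factors, which set aside the most extreme genes, moved the median log2 fold change of all genes after TAC by −0.34, from 0.35 to 0.01. With them, 1974 genes were higher and 2286 lower. Between TAC 29P (n = 6) and TAC Veh mice, 170 genes were higher and 151 lower with 29P at the unadjusted threshold. These 321 genes were 1.98% of those tested. The nominal 5% is no measure of chance here, because the model shares its spread with the Sham libraries. Over the 84 divisions of the TAC libraries into groups of 6 and 3, the medians were 111.5 higher and 79.5 lower genes. At least as many as in the real groups arose in 27 divisions for higher and 23 for lower genes, the real one included. None of the 321 genes had an adjusted p of 0.05 or less, and the smallest adjusted p = 0.54. The groups did not overlap for 296 genes, 1.83% against 2.38% by chance. With 1 TAC library left out in turn, the counts ranged from 73 to 289 for higher and from 98 to 329 for lower genes.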

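From the libraries analysed here, 127 of the 129 genes in the paper's Fig. 2A were higher after TAC in Veh mice and lower with 29P within TAC, each at the unadjusted threshold, and 7 further genes were. All 129 had lower mean values in TAC 29P than in TAC Veh mice, with a median log2 fold change of −0.55, after a median rise of 0.90 with TAC. None of the 129 had an adjusted p of 0.05 or less for 29P over the 16218 genes, and adjustment over the list alone tells little, because the list was itself drawn from these libraries at the unadjusted threshold: 122 passed it, against 4 with TMM factors and 0 with the run of animal numbers as a covariate. Leaving out each TAC library in turn, between 47 and 112 of the 129 genes were past the unadjusted threshold for 29P. With TMM factors 95 were past it, of which 70 were also past it after TAC. With the run of animal numbers as a covariate 48 were past it, of which 47 also after TAC. The 3 TAC Veh libraries enter both comparisons. Across genes, which are not independent replicates, the TAC and 29P log2 fold changes were correlated at −0.60. When the TAC Veh libraries were divided so that none was shared, the median correlation over the 6 divisions was −0.15, ranging from −0.36 to −0.04.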

We then performed the opposing analysis and identified downregulated DEGs between TAC Veh and Sham Veh and interrogated these against DEGs upregulated following ***29P*** treatment. From this analysis, 79 genes were identified (Fig. 2B). 

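In the opposing direction, 113 genes were lower after TAC in Veh mice and higher with 29P within TAC, and they included all 79 genes of the paper's Fig. 2B. The 79 genes rose with 29P by a median log2 fold change of 0.55, after a median change of −0.79 with TAC. None had an adjusted p of 0.05 or less for 29P over all genes tested. Between 27 and 75 of them were past the unadjusted threshold when each TAC library was left out in turn, 72 with TMM factors and 44 with the run as a covariate. For comparison, the 9 TAC libraries were divided in each of the 84 ways into groups of 6 and 3, with the TAC comparison redone each time against Sham Veh. An overlap at least as large as the real one arose in 17 of the 84 divisions for genes higher after TAC, and in 6 for genes lower after TAC, the real one included. Setting the TAC libraries S12, S16 and S18, from the later runs of animal numbers, against those of the run S1 to S11 gave overlaps of 323 and 44 genes. Of the 33 genes that the paper names from these data, 27 were past the unadjusted threshold for 29P within TAC and 17 had an exact permutation p of 0.05 or less, 9 of them after adjustment over the 33. Ces1d, Acot2 and Xdh were past the limma threshold in all 9 fits that left out 1 TAC library, and the other 24 lost it in at least 1. The list of 33 was itself drawn from these libraries, so these counts are no independent test of 29P. Over all genes tested, 0 of the 33 passed adjustment.

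**Figure D1:**
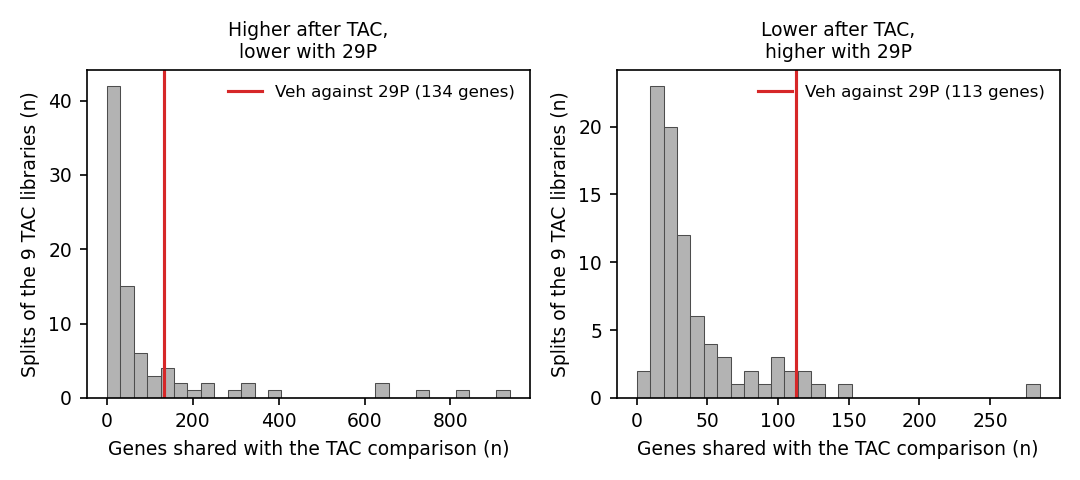
Number of overlapping genes (x axes) in each of the 84 divisions of the 9 TAC libraries into groups of 6 and 3 (y axes, number of divisions), for genes higher after TAC and lower with 29P and for the opposing direction. The lines mark the real groups, and 17 and 6 divisions respectively reach them, the real one included.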

Of these genes, GOBP enrichment terms were related to fatty acid and metabolic processes and the response to insulin (Fig. 2D). 

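The gene ontology terms were not analysed here. The 15 genes of the Reactome mitochondrial fatty acid beta-oxidation pathway, whose membership was fixed without these data, were tested with limma's camera. The test was run after adding 0.1 to each CPM and with an inter-gene correlation of 0.01. The paper had already reported fatty acid terms from these same libraries, so the choice of pathway is not independent of them. Its members Acadm, Decr1, Eci1, Hadh and Hadha are also among the genes that the paper names. All 15 had higher means in TAC 29P than in TAC Veh mice, with total, TMM and median-of-ratios scaling alike, by a median log2 fold change of 0.19, and 6 were past the unadjusted threshold. With 1 TAC library left out in turn, on the deposited values, all 15 stayed higher. The number past the threshold then ran from 0 (without S1, S2 or S8) to 6. The camera test gave p = 9.00e-13 (adjusted p = 1.80e-12 over the 2 gene sets tested), but in an exact permutation over the 84 divisions of the TAC libraries 6, the real one included, gave a p at least as small. Estimating the inter-gene correlation from the data moved the camera result most, to p = 0.0142, with 5 of the 84 permutation divisions at least as small. After TAC, 11 of the 15 genes were lower in Veh mice past the unadjusted threshold, and 14 with TMM factors.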

To determine if the genes within the GOBP pathways interacted and to what extent, Cytoscape STRING network analysis of DEGs between Veh- and ***29P***-treated TAC mice was performed. STRING identified a large network with a subset of genes forming a large interacting subcluster encompassing both upregulated and downregulated transcripts (Fig. 3A). Analysis of the subcluster revealed an enrichment to pathways important in metabolic processes (Fig. 3A). TAC-induced changes to several metabolic genes were small but partially rescued with ***29P*** treatment (Fig. 3B).

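All 10 genes of Fig. 3B were higher in TAC 29P than in TAC Veh mice, by log2 fold changes between 0.24 (Etfdh) and 0.93 (Ces1d). Their unadjusted limma p ranged from 7.03e-05 to 0.0433 and their exact permutation p from 0.0119 to 0.0714, at or below 0.05 in 6 of the 10. After TAC in Veh mice the 10 genes had log2 fold changes between −2.01 and −0.37 (limma adjusted p between 1.82e-05 and 0.0316). Ces1d lies on chromosome 8 from 93166068 to 93197838, where the annotation also places Gm45909 on the same strand. Its log2 CPM was 6.22 ± 0.23 (SD, n = 5) in Sham Veh, 6.22 ± 0.02 (SD, n = 3) in Sham 29P, 4.21 ± 0.38 (SD, n = 3) in TAC Veh and 5.14 ± 0.30 (SD, n = 6) in TAC 29P mice. The 29P change within TAC had a standard error of 0.18 (limma adjusted p = 0.54), with all 6 TAC 29P libraries above the 3 TAC Veh libraries. Acot2, on chromosome 12 from 83987861 to 83993873, had a log2 CPM of 5.03 ± 0.10 (SD, n = 3) in TAC Veh and 5.62 ± 0.26 (SD, n = 6) in TAC 29P mice. The difference of 0.59 (standard error 0.19, limma p = 0.00729, exact permutation p = 0.0119) again left no overlap between the groups. In Sham Veh mice Acot2 was 5.66 ± 0.32 (SD, n = 5), with library S19 at 5.09 and the others between 5.73 and 5.91. For Eci1, S19 was at 7.19 and the other Sham Veh libraries between 7.54 and 7.67. Leaving out 1 TAC library in turn kept the 29P change of all 10 genes positive, between 0.17 and 1.10. With TMM factors Decr1 and Etfdh were no longer past the unadjusted threshold, and with the run as a covariate Eci1. Compared with Sham 29P mice, 6 of the 10 genes were lower in TAC 29P mice past the threshold, among them Ces1d with −1.08 (limma adjusted p = 0.00179), and Acot2 was not, with −0.10 (limma adjusted p = 0.713). With TMM factors all 10 were past the threshold in this comparison, Acot2 with −0.46, and with the run as a covariate 3 were.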

**Fig. 2:**
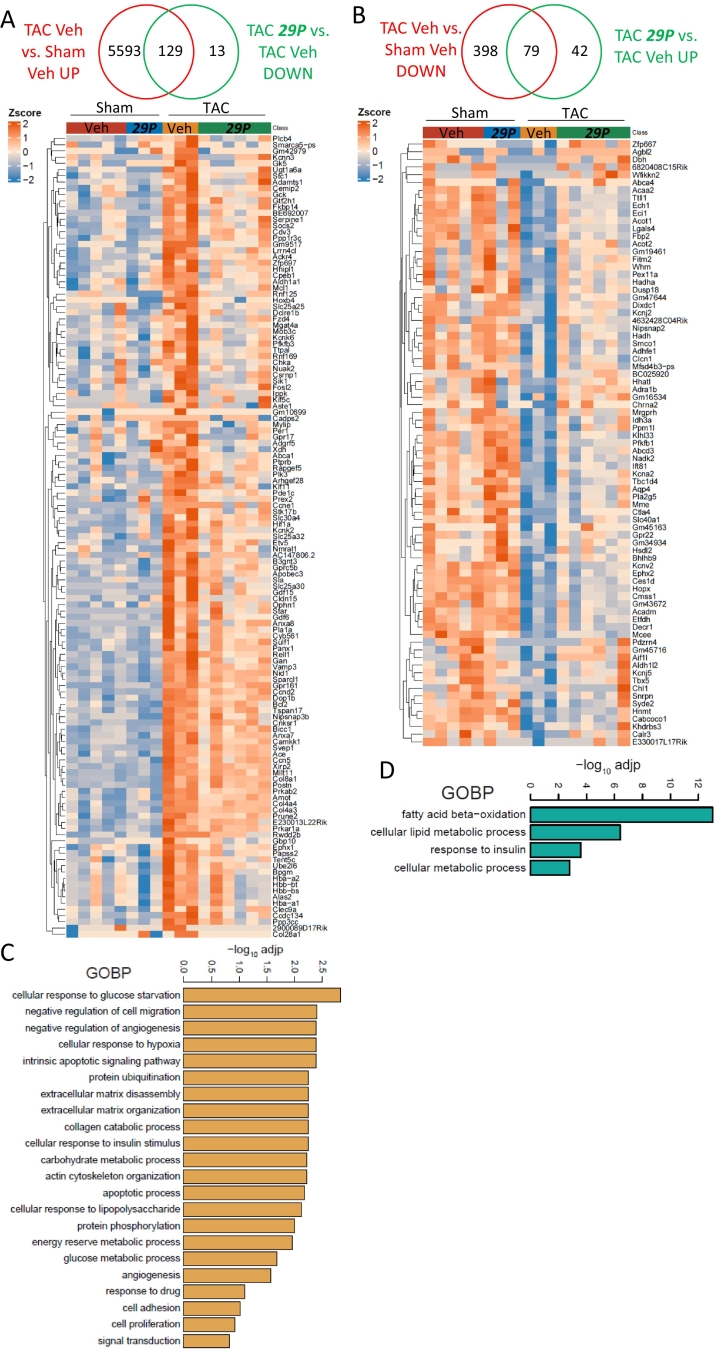
Analysis of upregulated and downregulated DEGs following TAC reveals ***29P*** may impact expression of genes involved in the response to hypoxia and angiogenesis Venn diagram illustrating downregulated (A) and upregulated (B) genes following ***29P*** treatment when compared to changes observed between Veh TAC and its respective Sham control. Overlapping genes are represented in the heat map with associated Z-score. Gene ontology enrichment analysis of these genes was performed and biological pathways of interest for each subset of DEGs is displayed as a box plot for downregulated (C) and upregulated (D) genes.

**Fig. 3:**
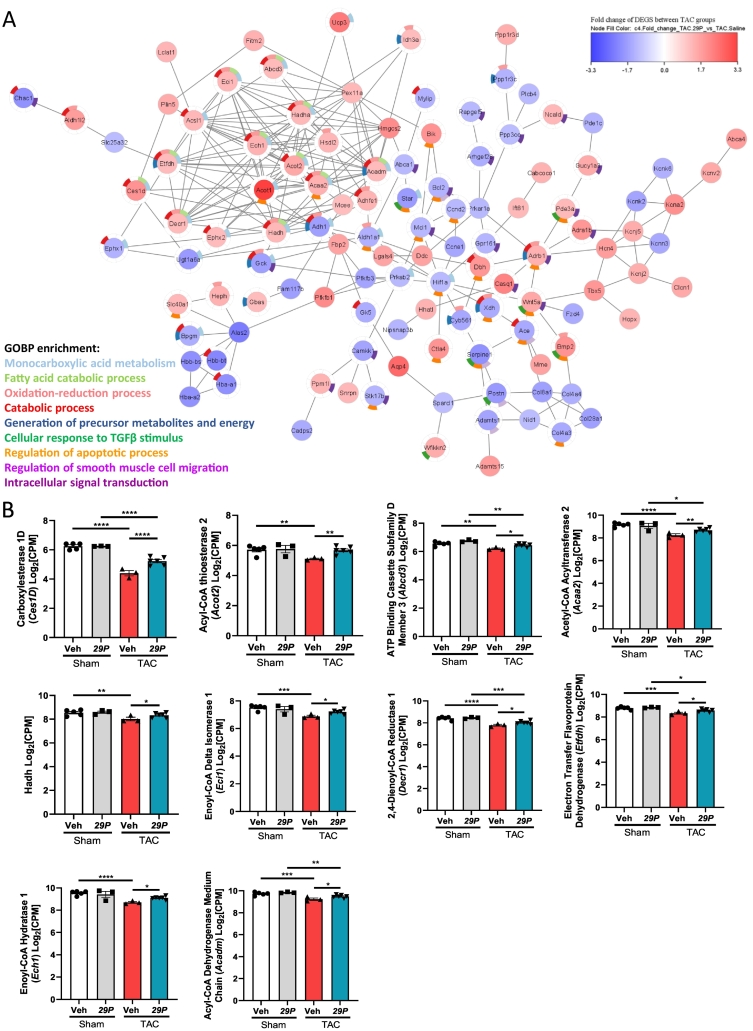
DEGs identified following ***29P*** treatment in TAC show enrichment in metabolic pathways. A Cytoscape STRING network analysis of DEGS between Veh- and ***29P***-treated TAC mice. Each node contains the gene name of one DEG with interacting partners indicated by connections. Fold change indicator: blue down- and red up-regulated transcripts. Colour points surrounding nodes show select GOBP enrichments. B All genes were significantly reduced in Veh TAC mice and treatment with ***29P*** restores transcript expression levels towards those observed in Sham controls. Gene panel: *Ces1d* (Carboxylesterase 1D), *Acot2* (Acyl-CoA thioesterase 2), *Abcd3* (ATP Binding Cassette Subfamily D Member 3), *Acaa2* (Acetyl-CoA Acyltransferase 2), *Hadh* (Hydroxyacyl-CoA Dehydrogenase), *Eci1* (Enoyl-CoA Delta Isomerase 1), *Decr1* (2,4-Dienoyl-CoA Reductase 1), *Etfdh* (Electron Transfer Flavoprotein Dehydrogenase), *Ech1* (Enoyl-CoA Hydratase 1) and *Acadm* (Acyl-CoA Dehydrogenase Medium Chain). Sham Veh n = 5, Sham ***29P*** n = 3, TAC Veh n = 3, TAC ***29P*** n = 6, data analysed using DeSeq2 (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). (For interpretation of the references to colour in this figure legend, the reader is referred to the web version of this article.)

### 3.3 Enrichment analysis of DEGs suggests a putative role for *29P* in the response to hypoxia and regulation of angiogenesis

Changes to the cardiac microvasculature have been widely reported following TAC, with an initial reduction vessel density followed by a recovery period over 7–14 days [38]. We have reported previously that ldCil increased the density of blood vessels within the myocardium following AAC [16] and that ***29P*** increased tumour vasculature *in vivo* [21]. DEGs identified following RNA-sequencing, suggest that ***29P*** may alter genes involved in the regulation of angiogenesis and hypoxia (see Fig. 2C). Specifically, when compared with Veh TAC mice, ***29P***-treated TAC mice exhibit a reduction in the expression of *Hif1α* (Hypoxia inducible factor 1-α), a known regulator of hypoxia; *Serpine1* (Serpin Family E Member 1), a negative regulator of angiogenesis [39]; *Amot* (Angiomotin), which is known to have both pro- and anti-angiogenic effects [40]; *Sulf1* (Sulfatase 1), an inducer of postinfarct angiogenesis [41] and *Xdh* (Xanthine Dehydrogenase), an inhibitor of angiogenesis [42] (Fig. 4A). Furthermore, in ***29P***-treated TAC mice there was an increase in the expression of *Itgb3*, the gene encoding β3 integrin, when compared to its respective Sham control but no significant changes were found between Veh groups (Fig. 4B). However, at the 6-week timepoint there were no changes to *Hif1α* or *Itgb3* expression between groups (Supplementary Fig. 4A and B).

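Hif1a, Amot, Sulf1 and Xdh, drawn in Fig. 4A, were lower in TAC 29P than in TAC Veh mice by log2 fold changes between −0.58 (Xdh) and −0.28 (Hif1a). Each was past the unadjusted threshold, none after adjustment over all genes (adjusted p = 1 for each). Hif1a, the symbol in the file, lies on chromosome 12 from 73901375 to 73947530, overlapped by Gm15283 and Gm49321, 1 on each strand, and the paper's text does not name the strand setting of the counting. Its log2 CPM was 6.12 ± 0.12 (SD, n = 5) in Sham Veh, 6.24 ± 0.28 (SD, n = 3) in Sham 29P, 6.92 ± 0.12 (SD, n = 3) in TAC Veh and 6.63 ± 0.15 (SD, n = 6) in TAC 29P mice. The 29P change of Hif1a had a standard error of 0.12 (limma p = 0.0315, exact permutation p = 0.0357), after a rise of 0.80 with TAC (limma adjusted p = 0.00123). Amot (chromosome X, 145446425 to 145505181) was 4.98 ± 0.09 (SD, n = 3) in TAC Veh and 4.57 ± 0.16 (SD, n = 6) in TAC 29P mice, a change of −0.40 with no overlap (limma p = 0.0375, exact permutation p = 0.0119). Sulf1 (chromosome 1, 12692277 to 12861192) was 5.9 ± 0.37 (SD, n = 3) and 5.41 ± 0.35 (SD, n = 6) in the same groups, a change of −0.49 (limma p = 0.0328, exact permutation p = 0.119). Xdh (chromosome 17, 73883895 to 73950196, overlapped by CT025731.2 on the same strand) was 6.73 ± 0.06 (SD, n = 3) in TAC Veh and 6.15 ± 0.22 (SD, n = 6) in TAC 29P mice, with no overlap (limma p = 0.00523, exact permutation p = 0.0119). After TAC in Veh mice Amot rose by 1.18 (limma adjusted p = 0.00135) and Sulf1 by 1.28 (limma adjusted p = 0.00186). The rise of Xdh after TAC in Veh mice was 0.43 (limma adjusted p = 0.0984), and 0.09 with TMM factors. With TMM factors Sulf1 and Xdh stayed past the unadjusted threshold for 29P, and with the run as a covariate only Sulf1 of these genes did. Across the 9 fits that left out 1 TAC library, the changes of these genes stayed between −0.71 and −0.23.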

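Itgb3 lies on chromosome 11 from 104608000 to 104670476. Its log2 CPM 3 weeks after surgery was 1.58 ± 0.60 (SD, n = 5) in Sham Veh, 0.93 ± 1.25 (SD, n = 3) in Sham 29P, 2.32 ± 0.51 (SD, n = 3) in TAC Veh and 2.28 ± 0.63 (SD, n = 6) in TAC 29P mice. The log2 fold change was 1.35 between TAC 29P and Sham 29P mice (standard error 0.47, limma p = 0.00991, adjusted p = 0.0371, exact permutation p = 0.0476). Across the 9 fits that left out 1 library of these groups it ranged from 0.63 to 1.71, past the unadjusted threshold in 8. The lowest value, not past the threshold, came without the Sham 29P library S14, the library with the fewest reads. Itgb3 was lowest of all libraries in S14, at a log2 CPM of −0.50, so the size of this rise rests in part on S14. Between TAC Veh and Sham Veh mice the log2 fold change was 0.74 (standard error 0.48, limma p = 0.142, adjusted p = 0.25, exact permutation p = 0.161). It ranged from 0.46 to 0.95, past the threshold in 0 of the 8 fits that left out 1 Veh library. With the run as a covariate it was 0.90, not past it. Without S18 to S20, a setting chosen after the data were seen, it was past the unadjusted threshold. Within TAC the 29P change was −0.04 (limma p = 0.935, exact permutation p = 0.952), and its sign varied between −0.25 and 0.24 when 1 TAC library was left out in turn.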

**Fig. 4:**
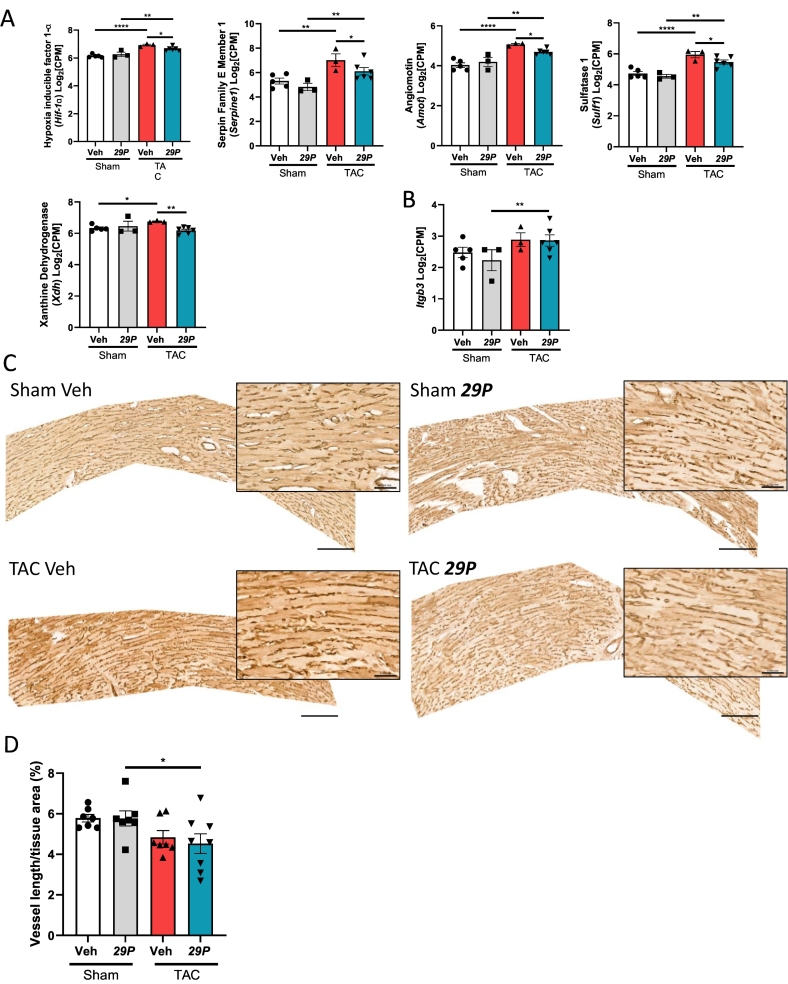
***29P*** treatment alters some angiogenic modulators but does not impact vessel area. A Expression of transcripts involved in hypoxia and angiogenesis which are differentially expressed between Veh- and ***29P***-treated TAC mice. Gene panel: *Hif1α* (Hypoxia inducible factor 1-α), *Serpine1* (Serpin Family E Member 1), *Amot* (Angiomotin), *Sulf1* (Sulfatase 1) and *Xdh* (Xanthine Dehydrogenase). B *Itgb3* is upregulated in ***29P*** treated TAC mice when compared to its respective Sham control. Sham Veh n = 5, Sham ***29P*** n = 3, TAC Veh n = 3, TAC ***29P*** n = 6, data analysed using DeSeq2 (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). C Representative images of isolectin stained left ventricular myocardium at 3 weeks post-TAC cropped to longitudinal vessels used for analysis in (D). Scale bar = 200 μm. Inset scale bar = 50 μm. D Percentage of vessels per tissue area is reduced in ***29P*** treated TAC mice when compared to their respective sham controls. Sham Veh n = 7, Sham ***29P*** n = 7, TAC Veh n = 7, TAC ***29P*** n = 7, data analysed using two-way ANOVA with Tukey's post-hoc multiple comparison test (*p ≤ 0.05).

Owing to the proposed mode of action of ***29P*** and the DEGs identified in this study, we sought to determine if changes to the cardiac microvasculature were present in the heart following TAC (Fig. 4C). Comparing analysis of the vascular area at the 3-week timepoint between Veh treated Sham and Veh treated TAC showed that there was no significant loss of vessels in this model. ***29P*** had no apparent effect on vessel area after TAC when compared with Veh treated mice (Fig. 4D). At the 6-week timepoint *i.e.* 3 weeks post-treatment cessation, no change to vessel area was observed between any of the groups (Supplementary Fig. 4C).

### 3.4 *29P* treatment reduced left ventricular interstitial fibrosis and cardiomyocyte hypertrophy at 3 weeks post-TAC

The induction of pressure-overload causes reactive fibrosis, in which collagen is deposited in the absence of widespread cardiomyocyte death [43]. At 3 weeks post-TAC, both TAC groups showed an increase in the percentage of interstitial fibrosis and branchpoints when compared to their respective Sham controls. However, at 3 weeks post-TAC we observed reduced fibrosis and fewer branchpoints per total length of fibrosis in the ***29P*** TAC treatment group when compared to Veh TAC controls (Fig. 5A), suggesting ***29P*** treatment can reduce the occurrence of reactive fibrosis.

**Fig. 5:**
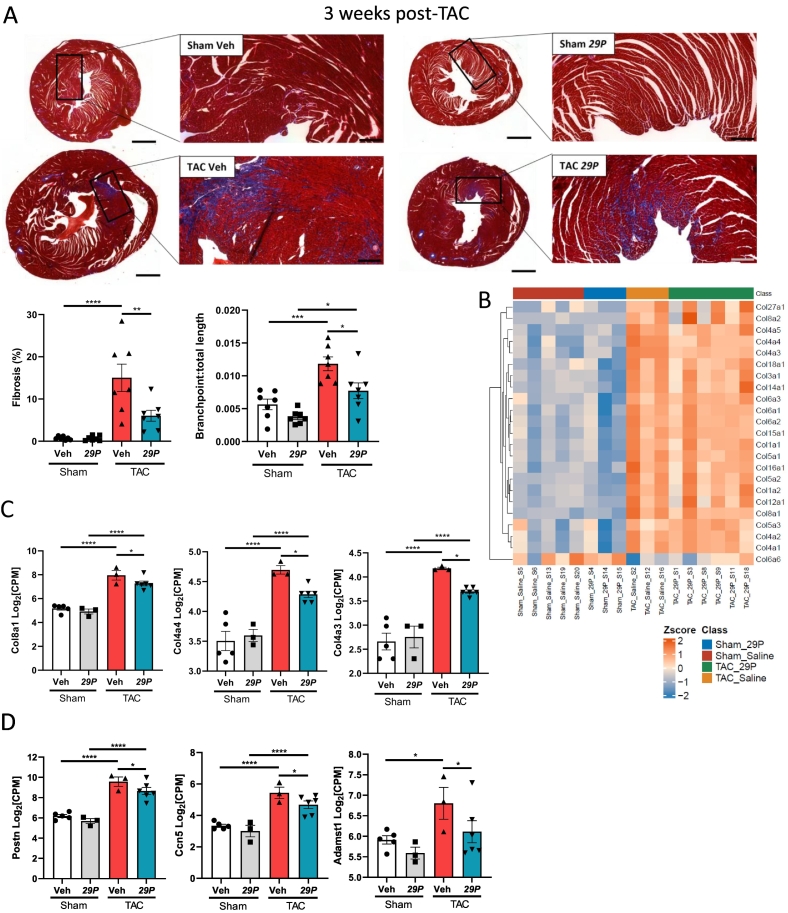
***29P*** treatment reduced interstitial fibrosis within the left ventricle at 3 weeks post-TAC. A Representative images of Masson's trichrome stained tissue and respective quantification of percentage left ventricular fibrosis and TWOMBLI fibre analysis. Scale bar(s): whole heart = 1 mm, inset = 200 μm. Quantitation of percentage LV fibrosis and branchpoint number increased after TAC and was significantly reduced by ***29P***. Sham Veh n = 7, Sham ***29P*** n = 7, TAC Veh n = 7, TAC ***29P*** n = 7, data analysed using two-way ANOVA with Tukey's post-hoc multiple comparison test (*p < 0.05, **p < 0.01, ***p < 0.001). B Hierarchical clustering heat map of collagen genes derived from MSigDB M3005 [44]. Expression levels of collagen genes (C) and collagen-associated genes (D) which are reduced in ***29P*** treated TAC mice compared to Veh-treated TAC mice. Data analysed using DeSeq2 (*p < 0.05, **p < 0.01, ****p < 0.0001). Sham Veh n = 5, Sham ***29P*** n = 3, TAC Veh n = 3, TAC ***29P*** n = 6.

To determine if the reduction in fibrosis observed in ***29P***-treated TAC was associated with changes in genes associated with collagen formation, deposition and organisation we utilised MSigDB (v7.5.1, [M3005 [44]], [M23168], [M10505] and [M25228]). Following interrogation of these annotated pathways we identified several DEGs between TAC ***29P*** and TAC Veh important in collagen formation (MSigDB M3005 [44]). 

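The collagen pathway itself was not used here, and 35 genes tested were taken as collagens by their symbols. In TAC 29P against TAC Veh mice, with 0.1 added to each CPM, 30 of the 35 had lower and 5 had higher means, by a median log2 fold change of −0.20. The split was 30 and 5 with TMM factors as well, on the deposited values. With 0.1 added, those past the unadjusted threshold were Col28a1, Col4a3, Col4a4, Col8a1 and Col9a2, all lower with 29P, and none passed adjustment over all genes. On the deposited values, 4 lower and 1 higher gene were past it with TMM factors. With the run as a covariate 1 lower and 1 higher gene were, and without S2 or without S16 only 1 gene was. Camera gave p = 3.82e-05 for the set (adjusted p = 3.82e-05 over 2 sets), while in an exact permutation over the 84 divisions of the TAC libraries 13, the real one included, gave a p at least as small. With the inter-gene correlation estimated from the data the camera test gave p = 0.205, and 13 permutation divisions were again at least as small. Of the 23 collagen genes drawn in Fig. 5B, 20 were lower with 29P, 3 of them past the unadjusted threshold.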

Both Veh-and ***29P***-treated TAC mice exhibited significant upregulation of a number of collagen genes, including the well-characterised genes *Col1a1* and *Col3a1* (Fig. 5B). 

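Of the 35 collagen genes, 31 were higher in TAC Veh than in Sham Veh mice, 26 of them past the unadjusted threshold, and Col6a6 was lower past it, by −1.38. With TMM factors on the deposited values 29 were higher, 23 past the threshold. Col1a1 lies on chromosome 11 from 94936224 to 94953042 and had a log2 CPM of 5.81 ± 0.42 (SD, n = 5) in Sham Veh, 5.41 ± 0.87 (SD, n = 3) in Sham 29P, 7.90 ± 0.48 (SD, n = 3) in TAC Veh and 7.66 ± 0.55 (SD, n = 6) in TAC 29P mice. Its log2 fold change with TAC was 2.09 in Veh mice (limma adjusted p = 0.00197) and 2.25 in 29P mice (limma adjusted p = 0.00138). Col3a1, on chromosome 1 from 45311538 to 45349706 and overlapped by Gm47302 on the same strand, had a log2 CPM of 7.67 ± 0.27 (SD, n = 5), 7.08 ± 0.62 (SD, n = 3), 9.4 ± 0.42 (SD, n = 3) and 9.09 ± 0.57 (SD, n = 6) in the same groups. It rose with TAC by 1.74 in Veh mice (limma adjusted p = 0.00233) and by 2.02 in 29P mice (limma adjusted p = 0.000975). Each of these comparisons had the smallest exact permutation p that its number of splits allows, 0.0179 for Veh and 0.0119 for 29P mice. Between TAC 29P and TAC Veh mice neither gene differed by more than the spread between mice: −0.24 for Col1a1 (limma p = 0.497, exact permutation p = 0.524) and −0.31 for Col3a1 (limma p = 0.317, exact permutation p = 0.464). Leaving out 1 TAC library moved the Col1a1 value between −0.45 and 0.0184.

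**Figure D2:**
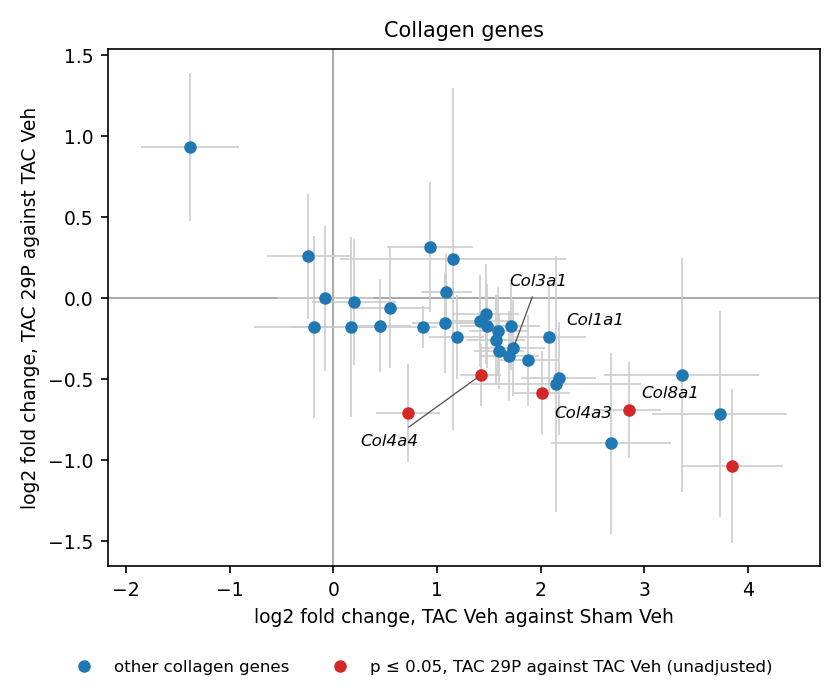
Log2 fold change of the 35 collagen genes in TAC Veh against Sham Veh mice (x axis) and in TAC 29P against TAC Veh mice (y axis), with 0.1 added to each CPM; each point is a gene, lines are standard errors and red marks an unadjusted p of 0.05 or less for 29P. Of the 35 genes, 31 lie right of 0 and 30 lie below it, 5 of these in red, and with TMM factors on the deposited values 29 lie right of 0 and 30 below it.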

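Col8a1 (chromosome 16, 57624258 to 57754737) had a log2 CPM of 5.1 ± 0.34 (SD, n = 5) in Sham Veh, 4.82 ± 0.40 (SD, n = 3) in Sham 29P, 7.96 ± 0.70 (SD, n = 3) in TAC Veh and 7.26 ± 0.50 (SD, n = 6) in TAC 29P mice. Between TAC 29P and TAC Veh mice its log2 fold change was −0.69 (standard error 0.30, limma p = 0.0334, exact permutation p = 0.179). Col4a3 (chromosome 1, 82586921 to 82722059, overlapped by n-R5s213 and C430014B12Rik) was 1.94 ± 0.58 (SD, n = 5), 2.10 ± 0.60 (SD, n = 3), 3.99 ± 0.05 (SD, n = 3) and 3.40 ± 0.13 (SD, n = 6) in the same groups, a change of −0.59 with 29P (standard error 0.27, limma p = 0.0413, exact permutation p = 0.0119). Col4a4 (chromosome 1, 82448423 to 82586849) was 3.14 ± 0.44 (SD, n = 5), 3.27 ± 0.23 (SD, n = 3), 4.58 ± 0.14 (SD, n = 3) and 4.10 ± 0.16 (SD, n = 6), a change of −0.48 (standard error 0.19, limma p = 0.0238, exact permutation p = 0.0119). For Col4a3 and Col4a4 all 6 TAC 29P libraries lay below the 3 TAC Veh libraries, and for Col8a1 4 of the 6 did. None passed adjustment over all genes (adjusted p = 1 for each). Of the 9 fits that left out 1 TAC library, Col8a1 was past the unadjusted threshold in 5, Col4a3 in 2 and Col4a4 in 8. With the run as a covariate the changes were −0.93 for Col8a1, −0.56 for Col4a3 and −0.44 for Col4a4, and only Col8a1 stayed past the threshold. With TAC in Veh mice the genes rose by 2.86, 2.04 and 1.44 (limma adjusted p between 0.000107 and 0.000672).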

Of these differentially expressed collagen genes, ***29P***-treatment induced a significant reduction in *Col8a1* (collagen Type VIII α-3), *Col4a3* (collagen Type IV α-3) and *Col4a4* (collagen Type IV α-4) when compared with Veh TAC controls (Fig. 5C). In addition, utilising RNA-seq, we identified a reduction in *Postn* (Periostin), *Ccn5* (cellular communication network 5) and *Adamts1* (ADAM metallopeptidase with thrombospondin type 1 motif 1) in ***29P*** treated TAC mice; these genes have also been implicated in collagen fibrillogenesis and ECM organisation (Fig. 5D). These data suggest that ***29P*** treatment can alter the expression of some key genes involved in the deposition of fibrosis and ECM reorganisation which are associated with a reduction in interstitial fibrosis.

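Postn (chromosome 3, 54361109 to 54391037) had a log2 CPM of 6.16 ± 0.35 (SD, n = 5) in Sham Veh, 5.64 ± 0.45 (SD, n = 3) in Sham 29P, 9.59 ± 0.80 (SD, n = 3) in TAC Veh and 8.67 ± 0.87 (SD, n = 6) in TAC 29P mice. With 29P it changed within TAC by −0.93 (standard error 0.42, limma p = 0.0401, exact permutation p = 0.179). Ccn5 (chromosome 2, 163820861 to 163833146) was 2.93 ± 0.33 (SD, n = 5), 2.43 ± 0.93 (SD, n = 3), 5.37 ± 0.65 (SD, n = 3) and 4.53 ± 0.69 (SD, n = 6) in the same groups. Its change of −0.84 (standard error 0.40, limma p = 0.0513, exact permutation p = 0.131) was not past the threshold. Adamts1 (chromosome 16, 85793827 to 85803113) was 5.87 ± 0.23 (SD, n = 5), 5.53 ± 0.26 (SD, n = 3), 6.78 ± 0.69 (SD, n = 3) and 6.07 ± 0.68 (SD, n = 6), a change of −0.71 (standard error 0.33, limma p = 0.0440, exact permutation p = 0.179). The values of TAC 29P and TAC Veh mice overlapped for all 3 genes, and none passed adjustment over all genes. With TAC in Veh mice Postn rose by 3.43 (limma adjusted p = 0.000372), Ccn5 by 2.44 (limma adjusted p = 0.00181) and Adamts1 by 0.91 (limma adjusted p = 0.0574). With 1 TAC library left out in turn the changes of these genes stayed between −1.38 and −0.38. The run as a covariate brought Ccn5 past the unadjusted threshold, with −1.12, and took Adamts1 out, with −0.45. With TMM factors Adamts1 was also out, with −0.69. From the lower expression of these genes and of the collagen genes in 29P-treated TAC mice, the paper proposes that 29P can alter genes of fibrosis deposition and ECM reorganisation that are associated with less interstitial fibrosis.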

Another hallmark of pressure-overload induced cardiac hypertrophy is the concomitant increase in cardiomyocyte cross-sectional area (CSA). At 3 weeks post-TAC, cardiomyocyte CSA increases in both Veh- and ***29P***-treated TAC mice when compared with their respective Sham controls (Fig. 6A). Interestingly, ***29P*** treatment partially rescued the increase in cardiomyocyte CSA when compared to Veh-treated TAC mice (Fig. 6A). To determine if changes to genes associated with cardiac hypertrophy were observed following ***29P*** treatment, we again interrogated DEGs identified in our RNA-seq database using annotated human hypertrophic pathways derived from MSigDB (v7.5.1 [M35413] and [M14043 [45]]) (Fig. 6B). 

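Of the 54 genes drawn in Fig. 6B, 26 were lower and 28 higher in TAC 29P than in TAC Veh mice, with a median log2 fold change of 0.00. Past the unadjusted threshold were 1 lower and 2 higher gene, and none after adjustment over all genes or over the 54 alone. After TAC in Veh mice 38 of the 54 were higher and 16 lower, each past the unadjusted threshold. With TMM factors 10 were higher and 16 lower past it.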

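Abca1 (chromosome 4, 53030787 to 53159895) had a log2 CPM of 4.86 ± 0.24 (SD, n = 5) in Sham Veh, 5.08 ± 0.24 (SD, n = 3) in Sham 29P, 5.38 ± 0.09 (SD, n = 3) in TAC Veh and 5.07 ± 0.11 (SD, n = 6) in TAC 29P mice. With 29P it changed within TAC by −0.31 (standard error 0.13, limma p = 0.0310, exact permutation p = 0.0119), with no overlap between the groups. Kcnj5 (chromosome 9, 32314707 to 32344350) was 5.16 ± 0.60 (SD, n = 3) in TAC Veh and 5.73 ± 0.33 (SD, n = 6) in TAC 29P mice, a change of 0.58 (standard error 0.24, limma p = 0.0294, exact permutation p = 0.0952). Hadha (chromosome 5, 30118304 to 30155162, overlapped by Garem2 on the opposite strand) was 9.24 ± 0.14 (SD, n = 3) and 9.54 ± 0.14 (SD, n = 6), a change of 0.29 (standard error 0.13, limma p = 0.0368, exact permutation p = 0.0476). Nid1 (chromosome 13, 13437551 to 13512269, overlapped by Gm48682 on the opposite strand) was 8.00 ± 0.15 (SD, n = 3) and 7.76 ± 0.11 (SD, n = 6), a change of −0.24 (standard error 0.10, limma p = 0.0277, exact permutation p = 0.0357). None of the 4 passed adjustment over all genes (adjusted p = 1 for each). After TAC in Veh mice the log2 fold changes were 0.53 for Abca1, −0.72 for Kcnj5, −0.41 for Hadha and 0.82 for Nid1 (limma adjusted p between 0.000428 and 0.0449). With TMM factors the rise of Abca1 was 0.19, no longer past the unadjusted threshold, nor was its change with 29P. The fall of Kcnj5 after TAC (exact permutation p = 0.0893) was −0.35 with the run as a covariate, no longer past the threshold. It was past it in 7 of the 8 fits that left out 1 Veh library, and was smallest without S16, at −0.43. Without S16 the change of Kcnj5 with 29P was 0.29. Kcnj5 was highest in the libraries S18, S19 and S20, which also held high values of atrial genes. Without these libraries, a setting chosen after the data were seen, Kcnj5 was not past the threshold after TAC in Veh mice. Nor was it then past the threshold for 29P within TAC. Whether atrial tissue contributed to its values was not tested. With the run as a covariate 0 of the 4 genes stayed past the threshold for 29P, with changes between −0.21 (Nid1) and 0.41 (Kcnj5).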

Genes in these pathways were explored due to their annotation with pathological changes including an increase width of the LV wall with loss of elasticity and enlargement of LV mass. ***29P*** treatment rescued the expression of some genes from these annotated pathways and thus these data suggest that ***29P*** may be involved in the regulation of these processes (Fig. 6C). Furthermore, TAC resulted in an increased expression of additional well-characterised pro-hypertrophic genes such as *Nppa*, *Nppb* (data not shown) and *Xirp2* (Xin Actin Binding Repeat Containing 2). 

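Nppa lies on chromosome 4 from 148000722 to 148002079, overlapped by Gm13054 on the opposite strand, and Nppb on the same chromosome from 147985788 to 147987205. The log2 CPM of Nppa was 9.36 ± 2.17 (SD, n = 5) in Sham Veh, 7.05 ± 0.03 (SD, n = 3) in Sham 29P, 11.43 ± 0.61 (SD, n = 3) in TAC Veh and 10.75 ± 0.91 (SD, n = 6) in TAC 29P mice. With TAC its log2 fold change was 2.07 in Veh mice (standard error 0.85, limma p = 0.0261, adjusted p = 0.0794, exact permutation p = 0.196) and 3.7 in 29P mice (limma adjusted p = 0.00624, exact permutation p = 0.0119). Across the 8 fits that left out 1 Veh library, the change in Veh mice ranged from 1.62 to 2.69, past the unadjusted threshold in 4, and it was not past it with TMM factors. With the run of animal numbers as a covariate it was 3.41, past the threshold. The spread in Sham Veh came from libraries S19 and S20, at a CPM of 3670 and 3101, where S5, S6 and S13 were between 187 and 304. The libraries S18, S19 and S20, of 1 run of animal numbers, also held high values of the atrial genes Sln, Myl7 and Myl4. Without these 3 libraries, a setting chosen after the data were seen, the change with TAC was 3.64 for Nppa. Nppb was 7.94 ± 0.49 (SD, n = 5), 6.96 ± 0.36 (SD, n = 3), 9.75 ± 0.48 (SD, n = 3) and 9.30 ± 0.31 (SD, n = 6) in the same groups, and its log2 fold change with TAC was 1.81 in Veh mice (standard error 0.26, limma adjusted p = 0.00101, exact permutation p = 0.0179). In Sham Veh the library S19 was at 8.80 for Nppb and the others between 7.66 and 7.82. Within TAC the 29P change was −0.69 for Nppa (standard error 0.83, limma p = 0.415, exact permutation p = 0.31) and −0.46 for Nppb (standard error 0.26, limma p = 0.0923, exact permutation p = 0.143). The run as a covariate brought both past the unadjusted threshold, with −1.56 for Nppa and −0.63 for Nppb.

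**Figure D3:**
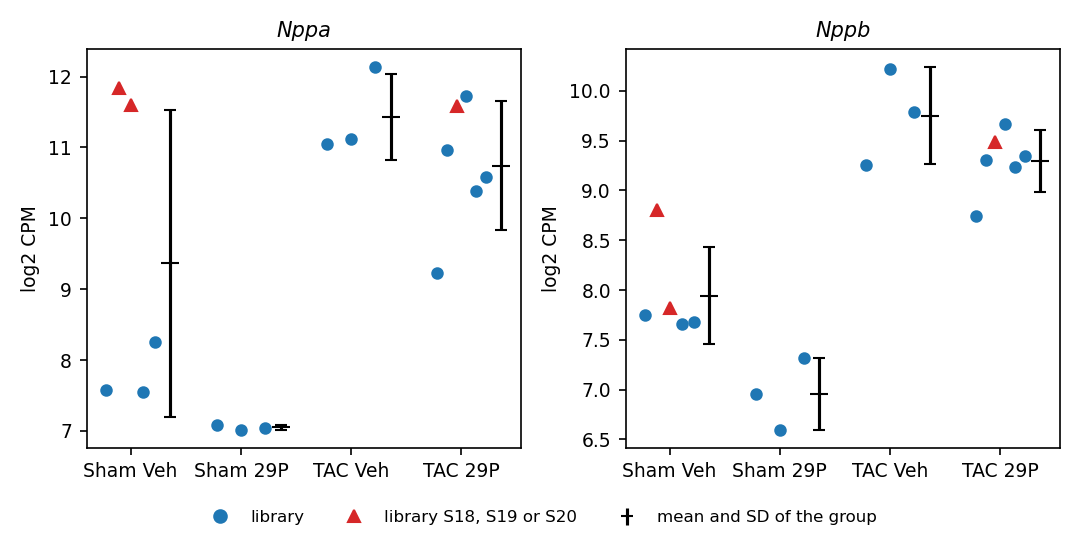
Log2 CPM of Nppa and Nppb (y axes) in each library by group (x axes), with the mean and SD of each group in black; red triangles are the libraries S18, S19 and S20. In Sham Veh, S19 and S20 stand above the other 3 libraries for Nppa, and S19 at 8.80 stands above the other 4 for Nppb.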

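Xirp2 lies on chromosome 2 from 67173834 to 67526615, where the annotation places 7 further genes. Its log2 CPM was 9.54 ± 0.35 (SD, n = 5) in Sham Veh, 9.44 ± 0.38 (SD, n = 3) in Sham 29P, 11.99 ± 0.48 (SD, n = 3) in TAC Veh and 11.19 ± 0.39 (SD, n = 6) in TAC 29P mice. With TAC it rose by a log2 fold change of 2.45 in Veh mice (standard error 0.26, limma adjusted p = 7.25e-05) and of 1.75 in 29P mice (limma adjusted p = 0.000886). Between TAC 29P and TAC Veh mice the change was −0.80 (standard error 0.25, limma p = 0.00489, adjusted p = 1, exact permutation p = 0.0357). Of the 6 TAC 29P libraries 5 lay below every TAC Veh library, and across the 9 fits that left out 1 TAC library the change ranged from −0.97 to −0.52, past the unadjusted threshold in 8. Adjusted over the 33 genes that the paper names, a list drawn from these libraries, the adjusted p = 0.0439.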

Treatment with ***29P*** partially restored the expression level of *Xirp2* towards those observed in Sham controls (Fig. 6D).

**Fig. 6:**
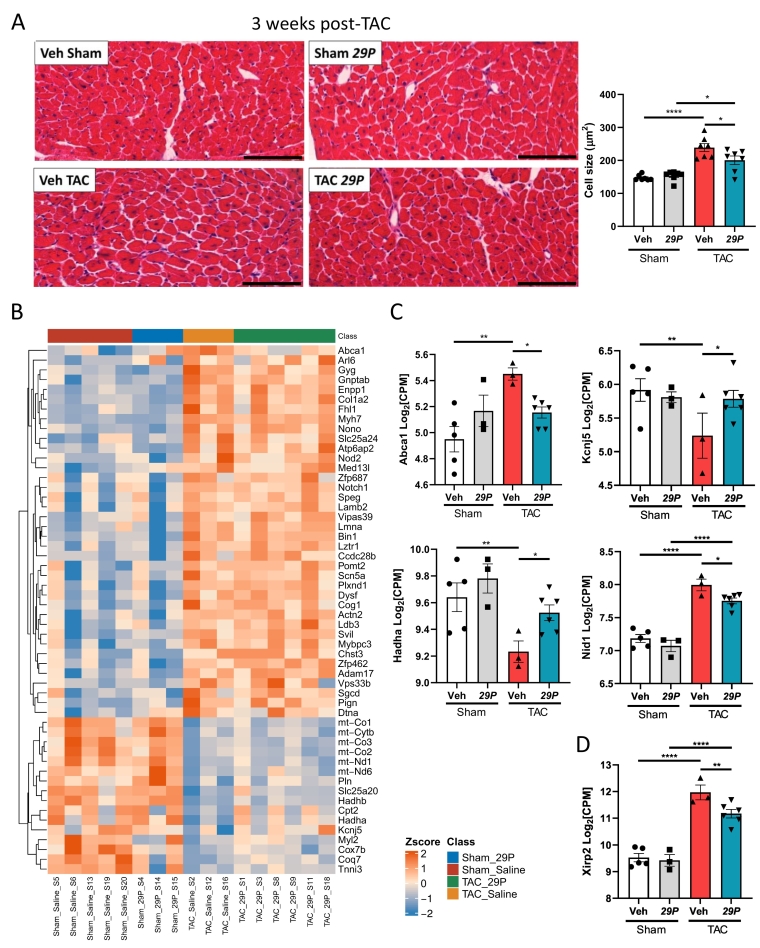
***29P*** partially rescues cardiac myocyte hypertrophy within the left ventricle at 3 weeks post-TAC and is associated with altered expression of hypertrophic genes. A Representative images from H&E stained sections and quantification of cardiomyocyte cross-sectional area showed the increased area following TAC is partially rescued by ***29P***. Scale bar = 100 μm. Sham Veh n = 7, Sham ***29P*** n = 7, TAC Veh n = 7, TAC ***29P*** n = 7, data analysed using two-way ANOVA with Tukey's post-hoc multiple comparison test (*p < 0.05, ****p < 0.0001). B Hierarchical clustering heat map of MSigDB (M35413) annotated genes involved in human LV hypertrophy. C DEGs altered after TAC and their abundance significantly rescued by *29P* treatment include: *Abca1* (ATP-binding cassette sub-family A member 1), *Kcnj5* (Potassium Inwardly Rectifying Channel Subfamily J Member 5) and *Hadha* (hydroxyacyl-CoA dehydrogenase trifunctional multienzyme complex subunit-α). D Expression of additional pro-hypertrophic genes altered in *29P* treated TAC (MSignDB [M14043 [45]]). Data analysed using DeSeq2 (*p < 0.05, **p < 0.01, ****p < 0.0001). Sham Veh n = 5, Sham *29P* n = 3, TAC Veh n = 3, TAC *29P* n = 6.

### 3.5 Cardioprotective properties conferred by *29P* treatment are lost at 6 weeks post-TAC *i.e.* 3 weeks following treatment cessation

As discussed briefly above, 3 weeks following treatment cessation (*i.e.* at 6 weeks post-TAC) functional data derived from echocardiography showed that there was no difference between TAC groups, suggesting that the cardioprotective functional effects conferred by ***29P*** at 3-weeks post-TAC are lost following treatment withdrawal. At the 3-week timepoint we identified structural changes in TAC mice treated with ***29P***; however, 6-weeks post-TAC, there was no difference to percentage fibrosis in the left ventricle, TWOMBLI-assessed number of fibrosis branchpoints (Supplementary Fig. 5A and B) or *Col4a3* and *Col4a4* transcripts between Veh- and ***29P***-treated TAC mice (Supplementary Fig. 5C). We then evaluated cardiomyocyte CSA and observed an increased cell area after TAC but no difference between Veh and ***29P*** treatment groups (Supplementary Fig. 5D). Overall, the beneficial effects of ***29P*** treatment are lost 3 weeks post-treatment cessation.

## 4 Discussion

Despite advances to our knowledge and understanding of HF, there remains an unmet clinical need for novel therapeutics which can both prevent and reverse established cardiac remodelling with minimal to no side effects. Integrins are well characterised interactors of the extracellular matrix, making them therapeutically targetable [46]. Previous studies have implicated β3 integrin and its downstream signalling as a disease-modifying mediator of cardiac remodelling [47,48]. These studies established a role for low doses of the RGD-mimetic, αvβ3/αvβ5 integrin-specific, cyclic peptide Cilengitide in preventing adverse cardiac remodelling and increasing BV density in an AAC model of pressure-overload cardiac hypertrophy [16]. Given these promising results *in vivo*, we sought to determine if the second generation orally available RGD-mimetic prodrug ***29P***, which we have shown harbours a pro-VEGF stimulated angiogenic effect in subcutaneous tumours and in *ex vivo* aortic ring sprouting assays [21], would confer similar cardioprotective properties to ldCil in a TAC model of pressure-overload induced cardiac hypertrophy and HF.

The data in this study demonstrate the cardioprotective capability of ***29P***. Specifically, at 3 weeks post-TAC following 2 weeks of treatment, ***29P*** can improve cardiac function, attenuate cardiomyocyte hypertrophy and reduce interstitial fibrosis. The ability of ***29P*** to confer these different cardioprotective affects correlate with increased β3 integrin transcript expression after TAC. *Itgb3* is detectable in cardiac endothelial cells, cardiomyocytes and cardiac fibroblasts and its expression is elevated in all these cell types at 1-week post-TAC [32], suggesting *Itgb3* may play a potential role in angiogenesis, hypertrophy and reactive fibrosis in the acute phase of pressure overload, respectively.

ldCil treatment was shown to alter the profile of putative and known cardioprotective regulators [16]. Similarly, here, apical left ventricle RNA-seq at 3 weeks post-TAC reveals changes to the expression profile of known and putative genes involved in cardiac metabolism, hypertrophy, deposition of the basement membrane and angiogenesis. Treatment with ***29P*** restores key transcriptomic profiles towards levels observed in the Sham controls. Direct involvement between the metabolism genes identified in this study and αvβ3 has not been well documented. However, in glioblastoma cells, αvβ3 interaction with the ECM protein osteopontin promotes aerobic glycolysis [49], and β3 knockout mice have a higher serum triglyceride level caused by disrupted lipoprotein lipase secretion [50]. Therefore, αvβ3 in other models can help regulate aspects of metabolism but in the heart a function for αvβ3 has not been elucidated.

In this study, ***29P*** significantly reduces the deposition of collagen fibres and cardiomyocyte hypertrophy throughout the LV. In accordance with this, expression of collagen genes such as *Col4a3* and *Col4a4* as well as the gene encoding the ECM protein NID1 are all downregulated. NID1 is an important component of the vascular basement membrane and acts as a linker protein of COL4 and laminin [51]. Recent *in vitro* studies have implicated NID1 in the transdifferentiation of fibroblasts into ECM depositing myofibroblasts [52] and in the activation of the mitogen activated protein kinase pathway in cardiomyocytes through αvβ3 binding [53]. This potential role of NID1 signalling offers a potential mechanism of action of ***29P*** treatment in non-endothelial cells. RNA-seq also revealed a reduction in the cardiac stress marker *Xirp2* in ***29P*** TAC mice. *Xirp2* has been identified through single cell sequencing to be upregulated in sub-clusters of cardiomyocytes from human hypertrophic cardiomyopathy cardiac samples [54] and mutations within *Xirp2* are linked to dilated cardiomyopathy [55] highlighting a further potential cardioprotective mechanism of ***29P***.

There is a growing body of evidence that cardiac microvasculature rarefaction in the failing heart leads to worsening cardiac perfusion and poor prognosis [56], indeed HF onset can be delayed in preclinical models when angiogenesis is stimulated [57]. We have shown that ***29P*** increases tumour microvasculature *in vivo* [21], despite this we fail to observe a change to microvascular area in the heart at 3 weeks post-TAC, following 2 weeks of ***29P*** treatment. This is also in contrast to our previous study in which ldCil treatment after AAC induced an increase in the cardiac microvasculature [16]; this disparity could be due to a number of reasons: 1) the model of HF utilised differs *i.e.* TAC *vs* AAC, 2) the time points at which treatment was commenced and its duration, 3) the experimental time point at which BV were assessed, 4) the anti-fibrotic and anti-hypertrophic effect of ***29P*** reduces the overall hypoxic environment in the LV myocardium. In keeping with the latter point, *Hif1α* levels are reduced in ***29P***-treated TAC mice when compared to Veh TAC controls.

In this present study, ***29P*** was cardioprotective at 3 weeks post-TAC, following 2 weeks of treatment. Whilst the features described in detail above indicate that ***29P*** can help prevent the typical progression of TAC, they do not address whether the cardioprotective benefits were a permanent feature or reversible. To investigate this, we withdrew treatment at 3 weeks post-TAC and continued to monitor TAC progression through to 6 weeks. Here, we showed that when ***29P*** treatment is halted, its cardioproctective effects are lost. The apparent loss of cardioprotection could be due to the simple fact that the aorta remains banded, therefore the driving force behind cardiac decompensation *i.e.* pressure-overload, is still present. As such, we could speculate that ***29P*** confers its affects in a temporal, reversible manner and sustained administration of ***29P*** would be required for prolonged cardioprotective effects.

Compound ***29P*** has been engineered to be orally available and binds more with more affinity to αvβ3 over any other integrin [21] thus overcoming one of the key challenges of peptide/antibody promiscuity in integrin targeting. The first generation RGD mimetic pentapeptide Cilengitide has been administered in around 30 clinical trials for cancer and, although largely well-tolerated, does have some known adverse events (haematological, neuropathological, liver toxicity) [58]. In this study, treatment with ***29P*** did not result in any notable adverse events in either control (sham) or TAC treated groups. Control sham mice were subject to the same ***29P*** treatment and importantly, did not display any changes to cardiac structure, function or overall survival. However, whole RNA sequencing did reveal changes to transcripts under these baseline conditions which could warrant further investigation under long-term conditions to ensure these changes do not lead to any adverse events. αvβ3 integrin has also been targeted by a variety of other therapeutics with some progressing to clinical trials. These include the small molecules SFO166, Risuteganib and SB-273005 for the treatment of retinopathies and osteoporosis and a humanised monoclonal antibody, VPI-2690B, for the treatment of diabetic nephropathy [59]. Of the aforementioned αvβ3-targeting therapies only the monoclonal antibody is specific for αvβ3; however, all were reported to be safe, further suggesting that ***29P*** would be well tolerated. ***29P*** has been previously utilised by our group in a murine model of Lewis Lung carcinoma and was well-tolerated with no observed side-effects or off-target effects when administered either orally or given in its protracted ***29*** form [21].

Overall, our results suggest that utilising ***29P*** for the treatment of pathological hypertrophic remodelling has potential and warrants further long-term investigation. Although beyond the scope of this present study, given that ***29P*** can reduced fibrosis and improve cardiac function, it would be interesting to explore the use of ***29P*** for treatment of post-myocardial infarction.

### 4.1 Limitations

One of the main aims of this study was to determine the use of the orally available prodrug ***29P*** over several weeks after TAC surgery. However repeated oral gavage in mice can cause adverse effects over several weeks that could affect the wellbeing of the animals. Thus sustained long-term studies would likely require the use of a mini-pump device to either administer the cleaved product ***29*** subcutaneously or ***29P*** into the stomach through a catheter attached to the mini-pump. However, these also have a limited capacity of maximum 6 weeks before requiring further surgery for replacement. The study has been limited to 3- and 6-week time points. Future studies would determine effects between these time points in order to pinpoint when the beneficial effects of ***29P*** treatment stop after treatment cessation.

## Funding

AN 10.13039/501100000274British Heart Foundation (PG/18/75/34096). LL and EJC 10.13039/501100000274British Heart Foundation (FS/18/62/34183). AC and EJC 10.13039/501100000274British Heart Foundation (FS/4yPhD/20/34131). NS 10.13039/501100000274British Heart Foundation (RG/F/21/110055). JH, MZ and SP are employed by the University of Manchester. CG, AH, MW and HK did not receive any specific grant from funding agencies in the public, commercial, or not-for-profit sectors. EM and JW acknowledge the support from the 10.13039/501100000289CRUK City of London Major Centre core funding to Barts Cancer Institute. JW is HEFCE funded by 10.13039/100009148Queen Mary University of London. KHD is employed by Queen Mary University of London and is HEFCE funded by 10.13039/100009148Queen Mary University of London, Barts Cancer Institute, 10.13039/501100000289CRUK City of London Major Centre; LW was employed at Queen Mary University London, Barts Cancer Institute and supported by the 10.13039/501100000289CRUK City of London Major Centre.

## CRediT authorship contribution statement

**Alexandra Njegić:** Data curation, Formal analysis, Investigation, Methodology, Writing – original draft, Writing – review & editing. **Lina Laid:** Data curation, Methodology, Writing – review & editing. **Min Zi:** Data curation, Methodology, Writing – review & editing. **Eleni Maniati:** Data curation, Formal analysis, Methodology, Writing – review & editing. **Jun Wang:** Supervision. **Alexandru Chelu:** Data curation, Formal analysis, Methodology, Writing – review & editing. **Laura Wisniewski:** Formal analysis, Methodology, Writing – review & editing. **Jenna Hunter:** Methodology. **Sukhpal Prehar:** Data curation, Methodology. **Nicholas Stafford:** Data curation, Writing – review & editing. **Chaim Gilon:** Resources, Writing – review & editing. **Amnon Hoffman:** Resources, Writing – review & editing. **Michael Weinmüller:** Resources, Writing – review & editing. **Horst Kessler:** Resources, Writing – review & editing. **Elizabeth J. Cartwright:** Supervision. **Kairbaan Hodivala-Dilke:** Conceptualization, Funding acquisition, Supervision, Writing – original draft, Writing – review & editing.

## Declaration of competing interest

The authors declare the following financial interests/personal relationships which may be considered as potential competing interests: Kairbaan Hodivala-Dilke reports a relationship with Ellipses Pharma that includes: consulting or advisory. Kairbaan Hodivala-Dilke reports a relationship with Vasodynamics that includes: consulting or advisory. Kairbaan Hodivala-Dilke reports a relationship with RGDscience Ltd that includes: consulting or advisory. Horst Kessler and Amnon Hoffman and Michael Weinmuller has patent #WO2019058374A1 pending to YISSUM RES DEV CO OF HEBREW UNIV JERUSALEM LTD [IL]; UNIV MUENCHEN TECH [DE]. Kairbaan Hodivala-Dilke has patent #WO2021032955A1 pending to UNIV LONDON QUEEN MARY [GB]. If there are other authors, they declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## Data Availability

Data generated through RNA-sequencing of the left ventricle apical tissue at 3 weeks post-TAC is available at the GEO repository, GSE247309.

# Supplementary material for: Treatment with αvβ3-integrin-specific 29P attenuates pressure-overload induced cardiac remodelling after transverse aortic constriction in mice
**Source:** J Mol Cell Cardiol Plus. 2024 Mar 12;8:100069. doi: 10.1016/j.jmccpl.2024.100069
**Supplement:** Supplementary file 1 — Supplementary material

# Supplementary Materials and Methods

## Echocardiography measurements

Utilising the M-mode image, the width of the interventricular septum (IVS), the internal diameter of the left ventricle (LVID) and the posterior wall (PW) in diastole (;d) and systole (;s) was measured (VisualSonics, FujiFilm). Cardiac function was estimated using calculations of fractional shortening {[(LVID;d-LVID;s)/LVID;d] x100} and cardiac ejection fraction {[(1.047xLVID;d)^3^-(1.047xLVID;s)^3^]/[(1.047xLVID;d)^3^] x 100} where 1.047 is myocardial specific gravity (g/ml).

## Histology

The mid-section of the heart was placed in 4% paraformaldehyde in PBS for 24 hours, following which they were transferred to 70% ethanol until tissue processing. All hearts were processed using an automated tissue processor (Leica). Hearts were embedded in paraffin wax and 5μm thick sections were obtained on poly-L-lysine coated slides using standard microtomy.

## Immunohistochemistry - automated

The protocols below were utilised when using the automated slide stainer (Leica). Prior to each staining, sections were de-paraffinised, placed in xylene for 10 minutes, and rehydrated in decreasing alcohol concentrations (100%, 90% and 75%).

### Haematoxylin and Eosin

Slides were rehydrated and incubated in Weigerts Iron Haematoxylin for 2 minutes, followed by washing in water. Slides were then placed in 5% acetic acid for 10 seconds, followed by washing in water and incubation in bluing reagent for 30 seconds. Slides were then washed in water, placed in 100% ethanol for 1 minute, eosin for 1 minute 30 seconds and then dehydrated, cleared and mounted.

### Masson’s trichrome

Following rehydration of slides, slides were placed in saturated picric acid for 60 minutes and washed in water for 7 minutes, followed by a 10-minute incubation in Weigerts Iron Haematoxylin. Slides were then placed in water for 10 minutes followed by a 12-minute incubation in Biebrich Scarlet Acid Fuchsin. Slides were then washed in water and placed in phosphomolybdic-phosphotungstic acid for 12 minutes, following a brief wash in water, slides were incubated in aniline blue solution for 7 minutes. Slides were again washed in water and then placed in 1% acetic acid for 2 minutes, followed by another 2-minute wash in water. Slides were then dehydrated in ethanol (95%, 100%) and cleared in xylene before mounting.

## Immunohistochemistry - manual

### Isolectin β4 staining

Briefly, the wax was melted by gentle heating (60^°^C) and slides were rehydrated through decreasing exposure to ethanol. Rehydrated slides were incubated with hydrogen peroxide block for 10 minutes (Abcam) followed by washing in Tris buffered saline containing 0.025% Triton X-100 (TBS-T). Sodium citrate (pH6)-mediated antigen retrieval was then performed by placing slides in a microwave pressure cooker and heating on high for 15 minutes. Sections were then blocked with avidin and biotin blocking reagents according to manufacturer’s instruction (Jackson). Slides were then washed in TBS-T (5 minutes, three times) and incubated with biotinylated isolectin β4 (Vector) diluted 1:100 in TBS-T. The following day, slides were washed in TBS-T (5 minutes, four times) and incubated with streptavidin peroxidase (Abcam) for 30 minutes at room temperature. Slides were then washed in TBS-T (5 minutes, four times) and sections were developed using the DAB chromogen/DAB substrate method (Abcam). After staining had developed, slides were washed in TBS-T (5 minutes, four times), counterstained with haematoxylin for 5 minutes, washed in warm water, dehydrated, cleared and mounted.

## Histological Quantification

### Left ventricle fibrosis

Individual Masson’s stained fibres were analysed using The Workflow Of Matrix BioLogy Informatics[1] (TWOMBLI) plugin according to the following parameters: Contrast Saturation 0.35, Line Width 5, Minimum Curvature Window 30, Maximum Curvature Window 90, Minimum Branch Length 5, Maximum Display High Density Matrix, 220. To calculate the parameters of individual fibres, 6-10 10x magnified images of each Masson’s Trichrome stained section were first deconvoluted using either the Masson’s Trichrome or H-Pas filter available on ImageJ. Following colour deconvolution, the image representing the blue fibrotic stain of Masson’s Trichrome was saved and then processed according the TWOMBLI pipeline and parameters detailed above. Calculation of normalised fibre values was performed by calculating the total value for fibre branchpoints and dividing this by the sum of the total fibre length[1].

### Blood vessel analysis

Briefly, 3 images acquired at 10x throughout the left ventricle were cropped to longitudinal vessels and then processed using an ImageJ Macro. Briefly, this macro utilised the following tools in sequence: convert to 8-bit, threshold (otsu, user to select manual threshold) to select the vessels, despeckle, Skeletonize (2D/3D) and finally Analyse Skeleton (2D/3D)[2]. All vessel lengths were included in the analysis; total vessel length was obtained by calculating the sum of all individual branch lengths.

## RNA extraction

After rough sectioning of excised hearts, the left ventricle apex was snap frozen in RNAlater (ThermoFisher) and stored at -80^o^C until processing. RNA was extracted from hearts using the TRIzol (ThermoFisher)/chloroform method. Briefly, hearts were defrosted, minced with a sterile scalpel, and then further homogenised in 500μl TRIzol using a Dounce homogeniser. Homogenates were then incubated at room temperature for 15 minutes, following which 100μl of chloroform was added and samples were incubated, inverted and then microcentrifuged (8,000g 15 minutes, 4℃). The upper aqueous layer was transferred to a clean Eppendorf and an equal volume of isopropanol added, samples were then inverted, incubated at RT for 10 minutes and microcentrifuged (10,000g, 10 minutes, 4℃). The supernatant was discarded, and the resultant pellet was washed in 500μl 75% ethanol in nuclease free water. Samples were microcentrifuged (8,000g, 10 minutes, 4℃) and the supernatant discarded, the resultant pellet was air dried and then resuspended in nuclease free water.

## Next generation RNA sequencing Illumina

### Preparation of mRNA library from total RNA

RNA samples were diluted to 20-25ng/μl using RNase-free water. 100ng of each sample and Ambion Human Brain Total RNA control was aliquoted to a final volume of 50μl in RNAse-free water. The first Strand Synthesis Buffer mastermix was prepared, vortexed and left on ice. To isolate, fragment and prime the mRNA 20μl of NEBNext Oligo d(T) beads per sample were placed into the well of PCR plate and were washed with 100μl of RNA Binding Buffer. The plate was then placed on a magnetic rack at RT for 2 minutes and the supernatant removed and discarded. This process was repeated a further 2 times. The beads were then re-suspended in 50μl of RNA Binding Buffer and the diluted RNA samples were added. The plate was sealed and placed in a thermocycler under the following conditions: 65^o^C for 5 minutes and then 4^o^C hold, lid temperature set at 70℃. The plate was then microcentrifuged and the beads re-suspended. The plate was incubated at RT for 5 minutes to enable the mRNA to bind to the beads. The plate was then placed on a magnetic rack and the supernatant removed and discarded. 200μl of wash buffer was added to each well and the plate was placed back onto the magnetic rack; the resultant supernatant was removed and discarded. This step was repeated a further time. 50μl Tris Buffer was then added to each well and the plate was placed in a thermocycler under the following conditions: 80℃ for 2 minutes and then 25℃ hold, lid temperature set at 90℃. The plate was then microcentrifuged and 50μl of RNA binding buffer was added to allow the mRNA to re-bind to the beads. The plate was incubated at RT for 5 minutes and then placed on a magnetic rack. The supernatant was removed, and the beads were washed with 200μl wash buffer, placed back onto the magnetic rack and the wash buffer supernatant was fully removed. mRNA was then eluted by adding 11.5μl of the First strand synthesis buffer mix to each well and incubating the plate in a thermocycler using the following conditions: 94℃ for 10 minutes. The plate was then placed on a magnetic rack and 10μl purified mRNA was collected. To synthesise cDNA, a First Strand Enzyme mastermix was made comprised of NEBNext Strand Specificity Reagent and NEBNext Frist Strand Synthesis Enzyme Mix, of which 10μl was added to each primed mRNA sample. The samples were placed in a thermocycler according to the following conditions: 25℃ for 10 minutes, 42℃ for 50 minutes, 70℃ for 15 minutes and then 4℃ hold, lid temperature set at 80℃. Following this, 60μl of Second Strand Mastermix was added to each sample (comprised of nuclease free water, NEBNext Second Strand Synthesis buffer and NEBNext Second Strand Synthesis Enzyme mix) and the samples were placed in a thermocycler according to the following conditions: 16℃ for 60 minutes. Double-stranded cDNA was then purified using 1.8X Agencourt AMPure XP beads; briefly, 144μl of resuspended AMPure XP beads were added to each sample, the samples vortexed and allowed to stand at RT for 5 minutes. The plate containing the samples was then placed on a magnetic rack and the supernatant removed and discarded. 200μl of 80% ethanol (in nuclease free water) was then added to the samples whilst on the magnetic rack. Following a 30 second incubation, the ethanol was removed. This process was repeated. After successive ethanol washes, the beads were air dried whilst on the magnetic rack. To elute the DNA, the plate was removed from the rack and 53μl 0.1X TE Buffer was added and the samples vortexed. The samples were incubated at RT for 2 minutes and then placed back onto the magnetic rack at which point 50μl supernatant was removed and stored at -20℃ until further processing.

The End Prep of the cDNA library was then prepared by adding 10μl of End Prep Mastermix (NEBNext Ultra II End Prep Reaction buffer and NEBNext Ultra II End Prep Enzyme Mix) to each cDNA sample. The samples were centrifuged and placed in a thermocycler under the following conditions: 20℃ for 30 minutes, 65℃ for 30 minutes, and then 4℃ hold, lid temperature set at 75^o^C. Following this, 2.5μl of diluted NEBNext Adaptor (1:25 in Adaptor dilution buffer), 30μl of the NEBNext Ultra II Ligation Master Mix and 1μl of NEBNext Ligation enhancer was added to each sample and the samples placed into a thermocycler under the following conditions: 20℃ for 15 minutes. 3μl USER Enzyme was then added and the samples place back unto a thermocylcer set at the following conditions: 20℃ for 15 minutes, lid temperature ≥45℃. The ligation reaction was then purified by adding 25μl of AMPureXP beads to each sample, incubating at RT for 5 minutes following by magnetic bead separation. All sample supernatant was transferred to a new plate and the beads discarded. 10μl of AMPureXP beads were then incubated with the supernatant at RT for 5 minutes, following which the plate was placed on a magnetic rack and the supernatant removed and discarded. The resultant beads were washed in 80% ethanol twice, each time the supernatant was discarded. The beads were left to air dry for 5 minutes. To elute the DNA, 17μl of 0.1X TE buffer was then added, the plate centrifuged and placed back on to a magnetic rack. 15μl of supernatant was then transferred to a clean PCR plate.

PCR library enrichment was performed by adding 25μl of NEBNext Q5 Hot Start HiFi PCR mastermix and 10μl of NEBNext Miltoplex Oligos for Illumina to each well and then placing the plate into a thermocycler programmed to the following: step 1. 30 seconds 98℃, step 2. 10 seconds 98℃ and 75 seconds 65℃ (13 cycles), step 3. 5 minutes at 65℃, step 4. 4℃ forever. The PCR reaction was then purified by adding 45μl Agencourt AMPure XP beads to each reaction sample, followed by 5 minutes RT incubation and removal of supernatant using a magnetic rack. The beads were then washed in 200μl ethanol twice, with a 30 second incubation period during each wash step. The beads were then air dried for 5 minutes. DNA was eluted by adding 23μl 0.1X TE buffer, followed by a 2-minute incubation at RT and placement onto a magnetic rack. After separation, 20μl of supernatant was removed and stored at -20℃.

### Quantification of mRNA libraries and fragment size quality control

Qubit standards and samples were prepared in Qubit working solution (1:200, Qubit Fluorescent Reagent:Qubit Dilution Buffer). Standards were first measured, followed by each sample. Following quantification of mRNA libraries, the fragment size of each library was calculated using an Agilent 4200 Tapestation (Agilent) using the HS D1000 and HS D5000 reagent kits. Briefly, 1μl D1000 and 2μl HS 5000 ladder were aliquoted into a 96-well plate and the samples prepared by adding 3μl D1000 and 2μl HS 5000 buffer to 1μl (for D1000) and 2μl (for HS 5000) of each sample, respectively. The plate was sealed with adhesive foil and inserted into an IKA M53 vortex for 1 minute. The plate was then pulse centrifuged and loaded into the Agilent 4200 Tapestation (Agilent). New screentape was placed into the Tapestation and the samples were run. This identified 4 libraries with mRNA fragments around 350bp in size and were subsequently pooled according to their individual molarities.

### Library dilution and pooling of normalised library dilutions

All stock libraries were diluted to a final working dilution of 3nM in 20μl. Libraries with a molarity of <3nM were pooled to a final working dilution of 2nM. After loading all diluted libraries, the plate was sealed with an adhesive PCR film, vortexed and microcentrifuged. The libraries were then cleaned to remove fragments <130bp such as unwanted primers. All samples were diluted in EB buffer to a volume of 50μl and 45μl of AMPure XP beads. The sample and bead solution was incubated at RT for 10 minutes and then placed on a magnetic rack. Beads were allowed to settle and the supernatant removed and discarded. The beads were washed with 80% ethanol twice (200μl ethanol, 30 second incubation, removal of supernatant) and then the beads were air dried for 10 minutes. The beads were removed from the magnet and resuspended in 40μl EB buffer. Samples were incubated at RT for 10 minutes, placed back on the magnet and the supernatant transferred to a Lo-bind 1.5ml tube. The cleaned mRNA libraries were then quantified using the Qubit 2.0 Fluorometer according to the protocol detailed above (quantification of mRNA libraries and fragment size quality control). mRNA library fragment size was then checked using the Agilent 4200 Tapestation (Agilent) using the HS D1000 reagent kit only according to the protocol detailed above (quantification of mRNA libraries and fragment size quality control).

### Illumina NextSeq library denaturation and loading

An equal volume of 0.2N NaOH was added to the library in a 1.5ml LoBind microcentrifuge tube, the library was vortexed and incubated at RT for 5 minutes. An equal volume of 200mM Tris-HCl was added and the library vortexed. HT1 buffer was then added to bring the volume to 1ml. The volume of denatured library equating to 1.2pM was then diluted in HT1 to a final volume of 1,300μl. 1.2μl of 20pM PhiX was then added to the library (the same volume of denatured library was removed to ensure the final loading volume of 1,300μl). The full volume of library was loaded into the sequencing cartridge and the flow cell, buffer cartridge and reagent cartridge were placed into their respective compartments and the sequencing run started.

### Supplementary analysis

Hierarchical clustering was performed using Log_2_[CPM] expression of all genes and the ward-D clustering method on a Pearson’s correlation matrix.

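Ward's clustering joins, step by step, the libraries or clusters whose union adds least to the spread within clusters, starting from a matrix of distances between libraries. A correlation has to be turned into a distance first, which the paper's text does not describe, and 1 minus Pearson's r was used here. Because each gene enters with equal weight on the log scale, genes listed at 0 in some libraries add large differences when the added constant is as small as 0.0001.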

## Real time quantitative PCR

### DNase treatment and RNA-cDNA conversion

RNA quality and quantity was determined using a nanodrop (ND-800). 1μg of LV RNA and 250ng of iPSC-CM RNA was subject to DNAase treatment according to manufacturer’s guidance (Sigma), and then converted to cDNA using the high-capacity RNA-to-cDNA kit (Applied Biosystems). To remove any residual DNA fragments, amplification grade DNase1 and DNase1 reaction buffer was incubated with 1μg of RNA for 15 minutes at RT following which, samples were treated with 25nM EDTA stop solution heated to 70℃ for 10 minutes. Following which samples were incubated with 10x RT buffer, 25x dNTP mix, 10x ST random primers, multiscribe reverse transcriptase and nuclease free water and placed in a thermocycler programmed to the following: step 1. 10 minutes at 25℃, step 2. 120 minutes at 37℃, step 3. 5 minutes at 85℃, step 4. 4℃ forever.

### RT-qPCR Taqman protocols

Gene expression was determined using quantitative real time qPCR with Taqman (Applied Biosystems) reagents as follows: 1μl cDNA, 5μl 2x Master mix, 0.5μl Taqman primer, 3.5μl nuclease free water. All RT-qPCR experiments were performed in triplicate using the 7,500 Fast Real Time PCR machine (Applied Biosystems) and gene expression was quantified using the comparative C_T_ method, where each C_T_  value was first normalised to a respective ‘housekeeper’ and all samples were then standardised to a reference sample, final values were obtained using the formula 2^-∆∆CT [3]^. Taqman (ThermoFisher) primers used against the following mouse targets: HPRT1 (Mm03024075_m1), ACE (Mm00802048_m1), MME (Mm00485028_m1), COL4a3 (Mm00483669_m1) and COL4a4 (Mm00801574_m1), Hif1a1 (Mm00468869_m1) and Itgb3 (Mm00443980_m1).

# Supplementary Figures

**
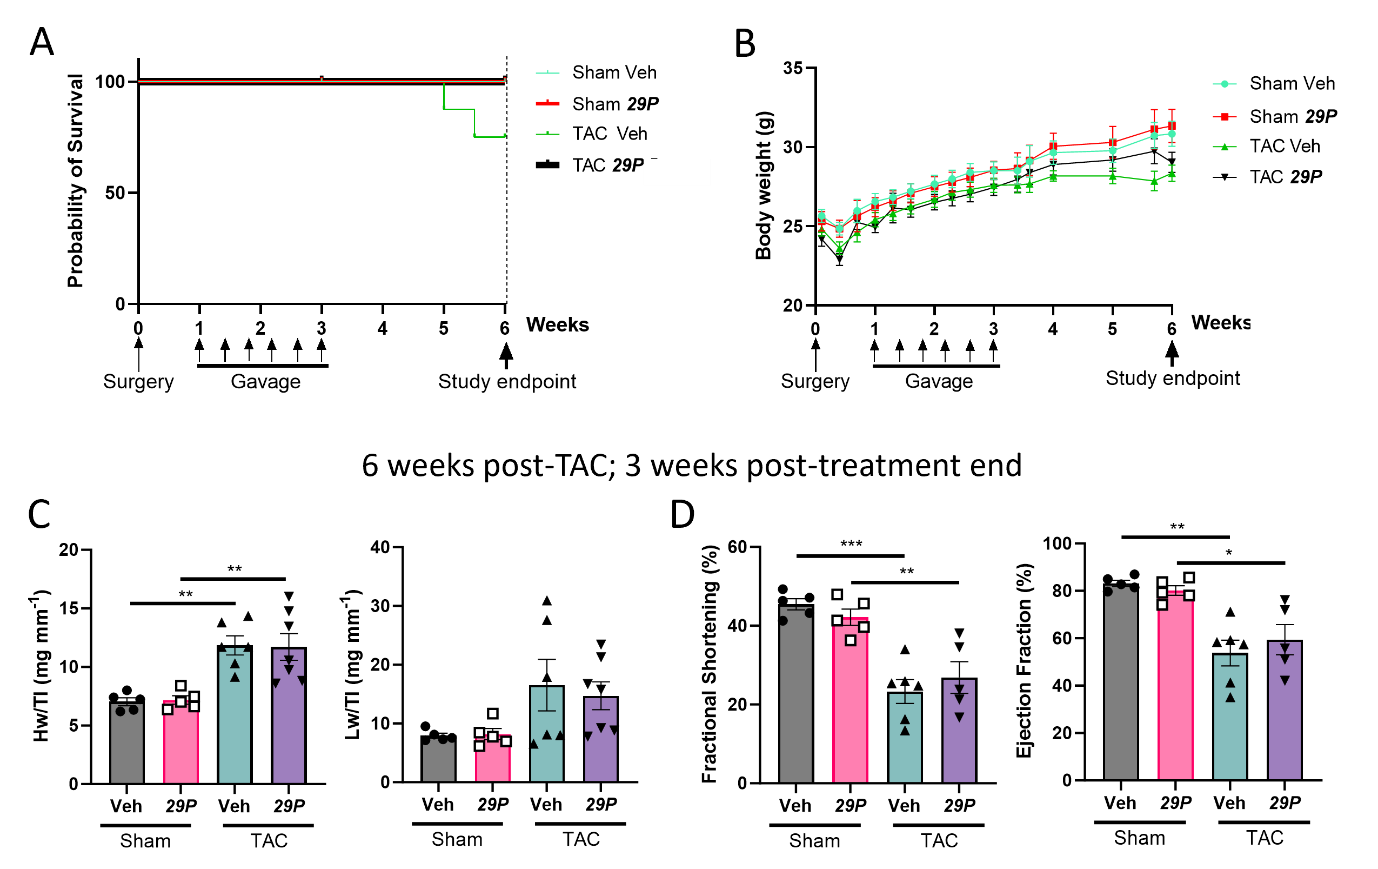
**

**Supplementary Figure 1: *29P* had no effect on survival or body weight but its cardioprotective effects are absent following treatment cessation**

**A** Survival study. No differences in survival between ***29P*** treated and Veh control mice: however, two Veh TAC mice were terminated before the end of the study due to reaching their humane endpoint (Sham Veh n=12, Sham ***29P*** n=12, TAC Veh n=15, TAC ***29P*** n=15). **B** Weight study. ***29P*** has no impact on weight. Data at 3 weeks: Sham Veh n=12, Sham ***29P*** n=12, TAC Veh n=13, TAC ***29P*** n=17; data at 6 weeks: Sham Veh n=5, Sham ***29P*** n=5, TAC Veh n=6, TAC ***29P*** n=7. **C** Morphometric parameters at 6 weeks post-TAC. Hw:Tl ratio is increased following TAC with no difference between treatment groups. Sham Veh n=5, Sham ***29P*** n=5, TAC Veh n=6, TAC ***29P*** n=7. **D** Representative M-mode echocardiographic images from 6 weeks post-TAC showed reduced cardiac function was present only in Veh TAC mice when compared to their respective Sham controls. Two ***29P***-treated TAC mice began to show signs of ill-health immediately before echocardiography at 6 weeks therefore echocardiography was not performed. Sham Veh n=5, Sham ***29P*** n=5, TAC Veh n=6, TAC ***29P*** n=5. **C, D** Two-way ANOVA with Tukey’s post-hoc multiple comparison test (*p<0.05, **p<0.01, ***p<0.001).

**
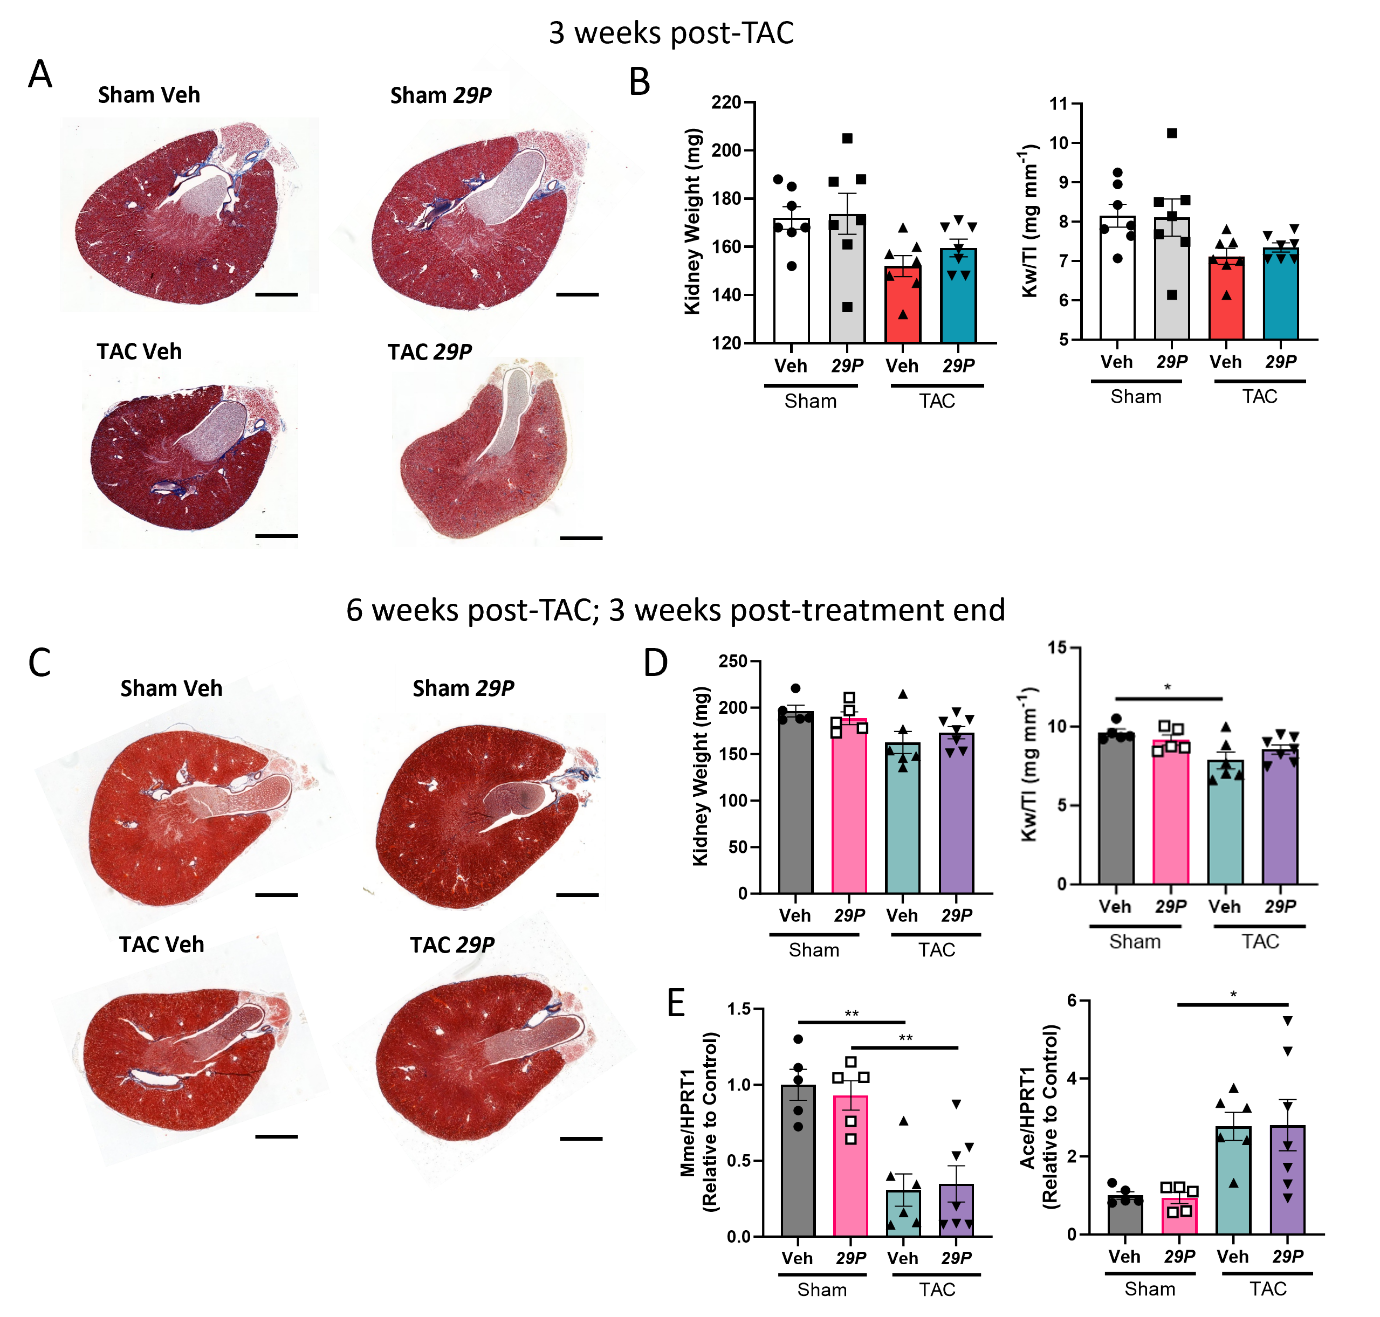
Supplementary Figure 2: TAC was associated with a partial reduction in kidney weight and kidney weight:tibia length ratio without changes to structural morphology**

Representative images of Masson’s Trichrome stained kidney sections at (**A**) 3 weeks and (**C**) 6-weeks post-TAC did not reveal any gross morphological changes. Scale bar = 1mm. Morphometric parameters at (**B**) 3-weeks and (**D**) 6-weeks post-TAC showed no significant differences by ***29P*** treatment. **E** RT-qPCR of *Ace* and *Mme* showed TAC induced transcript changes at 6-weeks post-TAC. **C** Sham Veh n=7, Sham ***29P*** n=7, TAC Veh n=7, TAC ***29P*** n=7. **D**, **E** Sham Veh n=5, Sham ***29P*** n=5, TAC Veh n=6, TAC ***29P*** n=7. All data analysed using two-way ANOVA with Tukey’s post-hoc multiple comparison test (*p<0.05, **p<0.01).

**
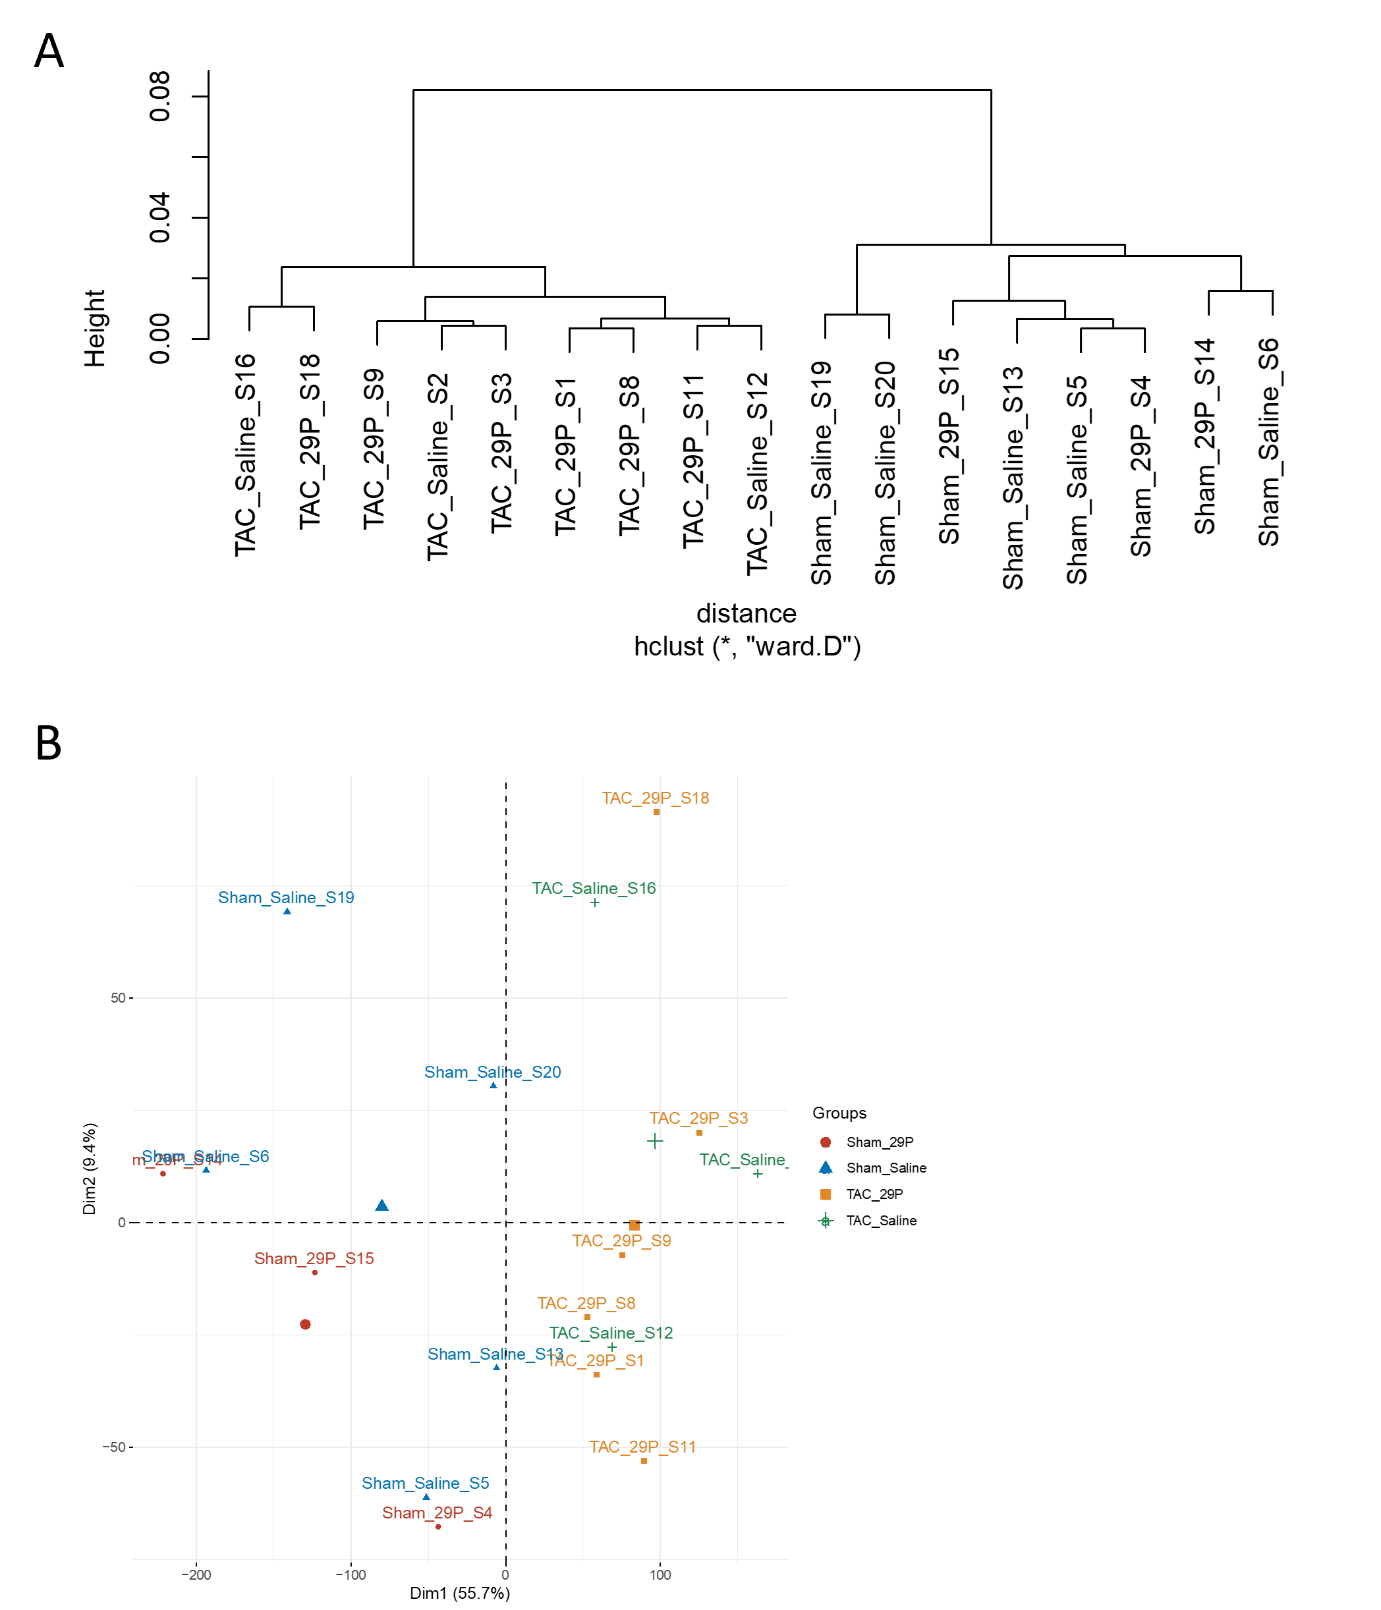
Supplementary Figure 3: Hierarchical clustering of RNA-Seq samples**

**A** Cluster dendrogram displaying hierarchical clustering of all samples subject to RNA-Seq showed separation of the TAC and Sham surgical groups. **B** PCA analysis of all samples showed distinct clusters based on surgery but not on treatment.

**
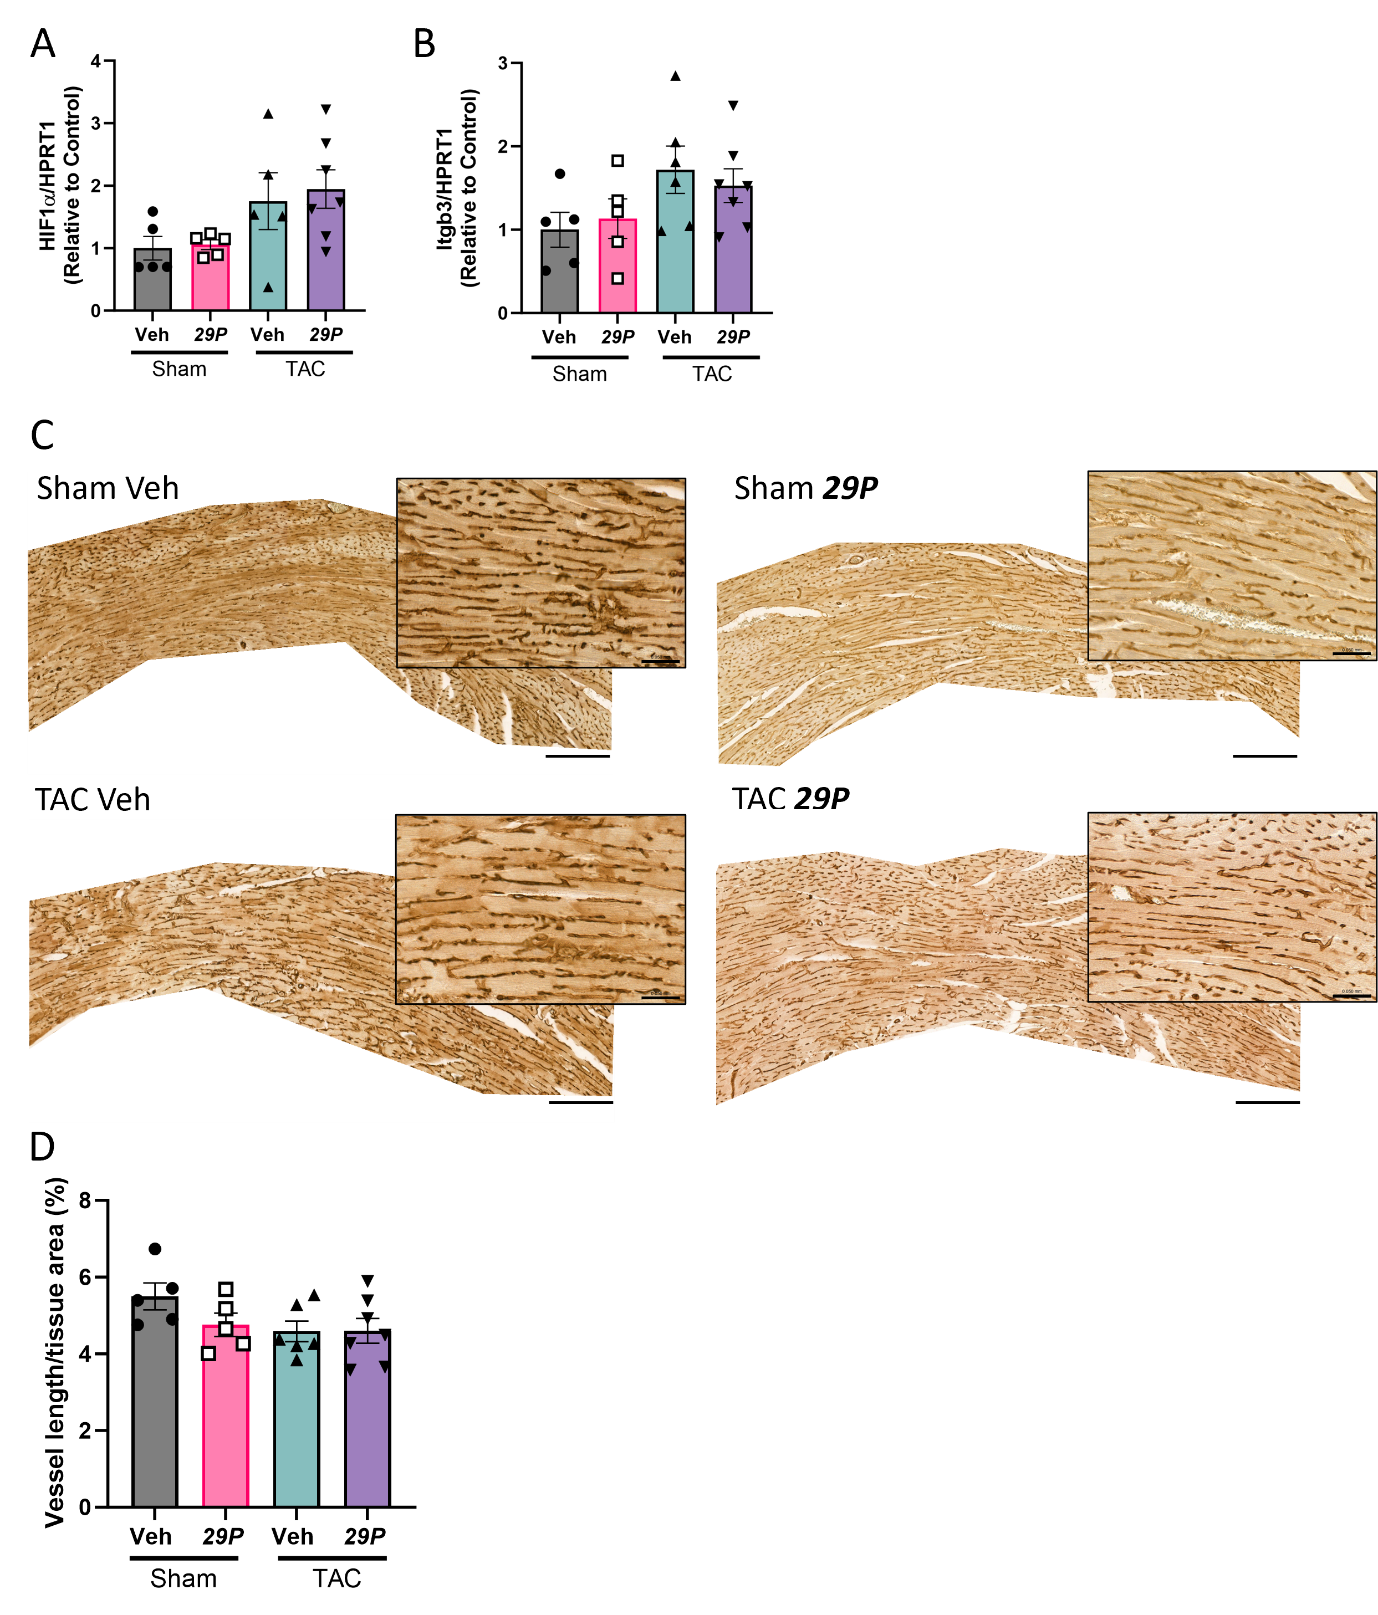
Supplementary Figure 4: At 6 weeks post-TAC there are no changes to the expression of key angiogenesis-related genes or microvessel complexity**

**A**, **B** RT-qPCR for *HIF-1α* (**A**) and *Itgb3* (**B**) showed no difference at 6 weeks post-TAC between groups. **C** Representative images from isolectin β4 stained tissue sections at 6-weeks post-TAC i.e., 3 weeks post treatment cessation. Scale bar = 200μm. Inset scale bar = 50μm. **D** The percentage of vessels per tissue area shows no change. Sham Veh n=5, Sham ***29P*** n=5, TAC Veh n=6, TAC ***29P*** n=7. Data analysed using Two-way ANOVA with Tukey’s post-hoc multiple comparison test.

**
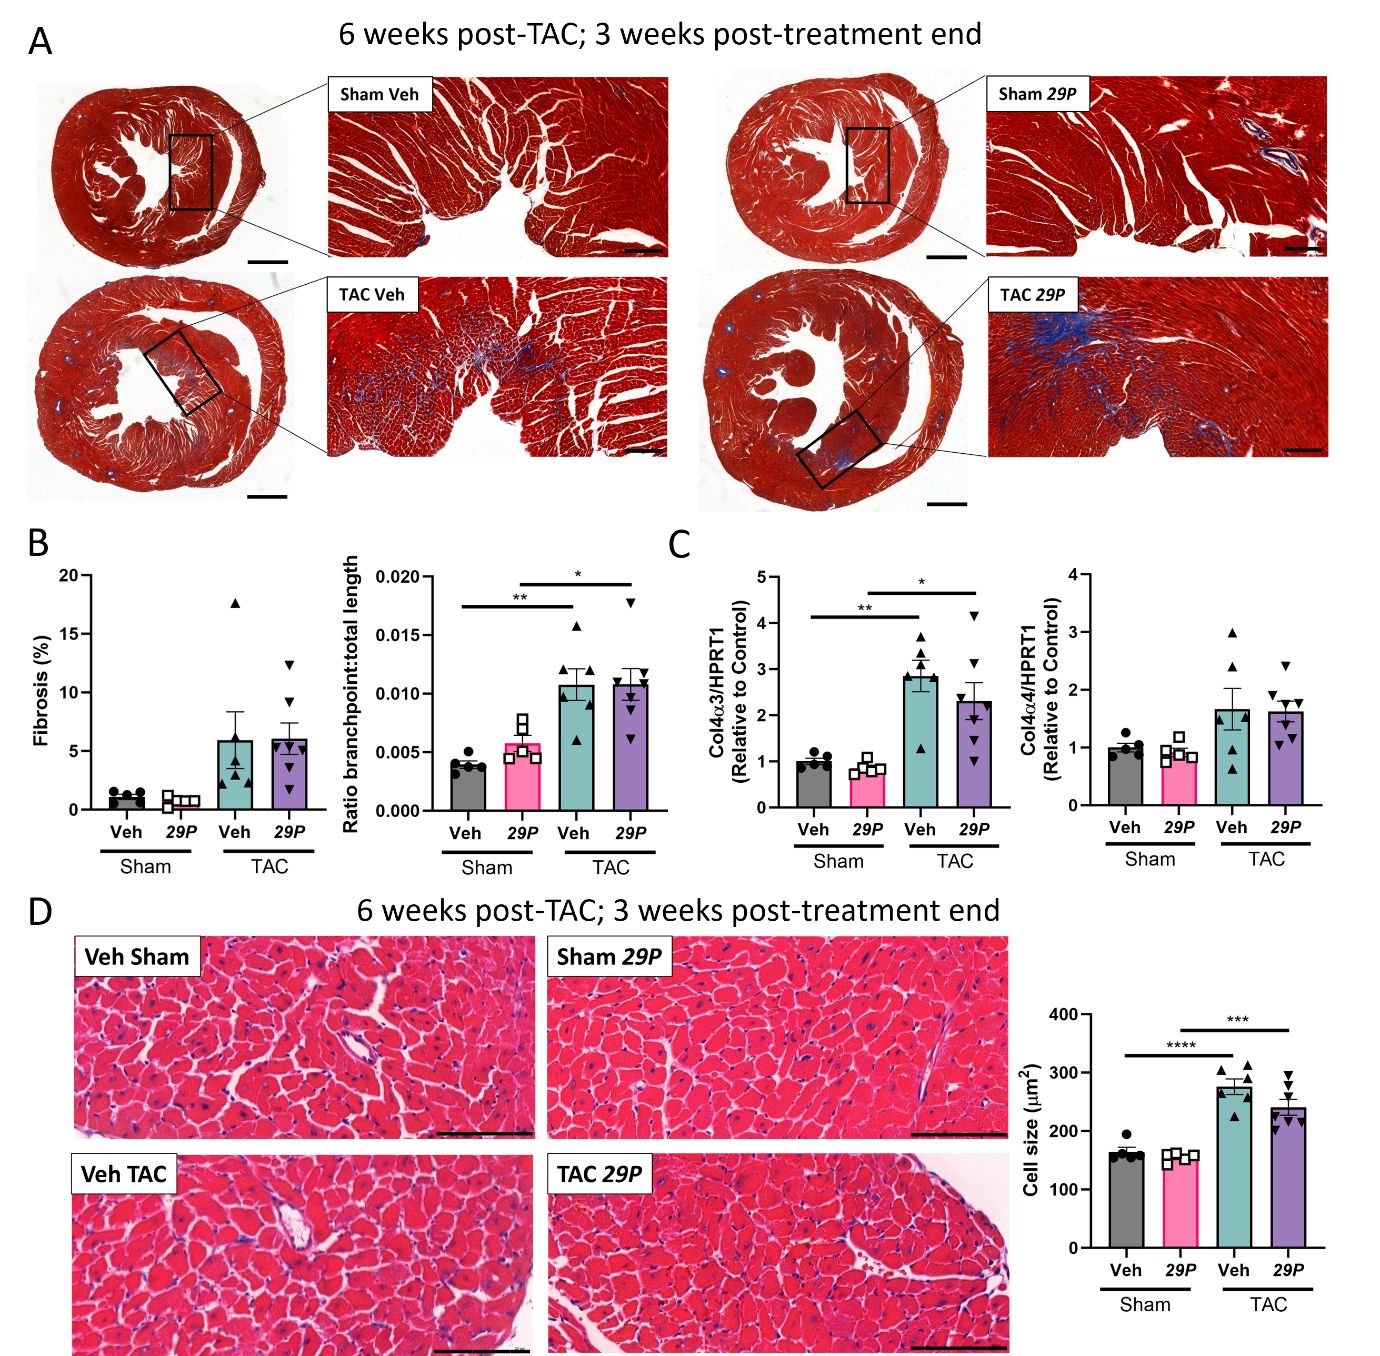
Supplementary Figure 5: At 6 weeks post-TAC, i.e. 3 weeks post-*29P* treatment cessation, *29P* is unable to maintain the partial cardioprotective effects conferred at 3 weeks post-TAC**

**A** Representative images of Masson’s trichrome stained tissue sections at 6 weeks post-TAC; 3 weeks post-treatment cessation. Scale bar(s): whole heart = 1mm, inset = 200μm. **B** TAC induced changes to percentage fibrosis and branchpoint but with no differences between treatment groups. **C** RT-qPCR of *Col4a3* and *Col4a4* showed no differences in expression level at the 6-week timepoint. **D** Representative images of H&E stained cardiac tissue sections and quantification of cardiomyocyte cell size showed TAC induced CSA increases but no treatment differences were present. Scale bar = 100μm. Sham Veh n=5, Sham ***29P*** n=5, TAC Veh n=6, TAC ***29P*** n=7. All data analysed using two-way ANOVA with Tukey’s post-hoc multiple comparison test (*p<0.05, **p<0.01, ****p<0.0001).

| Group comparisons | Upregulated DEGs | Downregulated DEGs |
| --- | --- | --- |
| Veh TAC vs. Veh Sham | 5722 | 477 |
| ***29P*** TAC vs. ***29P*** Sham | 6454 | 296 |
| ***29P*** Sham vs. Veh Sham | 221 | 721 |
| Veh TAC vs. ***29P*** TAC | 121 | 142 |

**Supplementary Table 1: Summary of the number of upregulated and downregulated genes identified following RNA-seq analysis**

Select group comparisons were performed to determine significant gene changes either following surgery alone, ***29P*** treatment alone or surgery with ***29P*** treatment.

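The counts for TAC 29P against Sham 29P mice (n = 6 and 3), the comparison of surgery under 29P, were 7062 higher and 318 lower genes at the unadjusted threshold, 45.5% of the 16218 tested. At an adjusted p of 0.05 or less, 5278 genes remained. The values of both groups did not overlap for 4232 genes (26.1%, against 2.38% by chance). With TMM factors the counts were 2501 higher and 2179 lower, and the share of higher genes fell from 95.7% to 53.4%. Whether the 29P effect differs between TAC and Sham was tested as an interaction in the same model: 461 genes (2.84%) were past the unadjusted threshold and 1 after adjustment.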

# References

[1] E. Wershof, D. Park, D.J. Barry, R.P. Jenkins, A. Rullan, A. Wilkins, K. Schlegelmilch, I. Roxanis, K.I. Anderson, P.A. Bates, E. Sahai, A FIJI macro for quantifying pattern in extracellular matrix, Life Sci Alliance 4(3) (2021).

[2] I. Arganda-Carreras, R. Fernandez-Gonzalez, A. Munoz-Barrutia, C. Ortiz-De-Solorzano, 3D reconstruction of histological sections: Application to mammary gland tissue, Microsc Res Tech 73(11) (2010) 1019-29.

[3] K.J. Livak, T.D. Schmittgen, Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method, Methods 25(4) (2001) 402-8.

How the deposited data were processed for this re-analysis (not part of the article)

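Bulk RNA-sequencing of the left ventricular apex was analysed in 17 libraries, 5 Sham Veh, 3 Sham 29P, 3 TAC Veh and 6 TAC 29P, from mice killed 3 weeks after surgery. The authors aligned the reads to mm10 with STAR 2.3.7 in Partek Flow, counted them on annotated genes and deposited CPM values with 0.0001 added to each, and no read counts were used here. The counting tool, the strand setting and any gene filter are not named in the paper's text. Of the 21798 gene symbols in the file, 21250 occur once in the GENCODE vM21 annotation, and 21119 of these have the same start, so coordinates are given as in vM21.

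The step between low values gave an estimated depth of 14.2 to 23.8 M reads per library (median 20.4 M). Because 76.5 to 79.7% of the low values were whole multiples of that step, read counts could not be restored. The design fixed in advance named edgeR's quasi-likelihood test, which needs counts and was therefore not run; limma 3.58.1 in R 4.3.3 on log2 of the deposited values took its place. A filter of CPM 0.5 in at least 3 libraries (16218 genes, about 10 reads at 20 M) was used instead of edgeR's own filter, which needs counts as well. The model held 1 mean per group, with the variance moderated along a trend with mean expression (lmFit, contrasts.fit and eBayes), and the comparisons were contrasts of these means. The threshold was an unadjusted p of 0.05, as the authors state for their DESeq2 analysis, with Benjamini-Hochberg adjustment over all genes tested beside it. Values with few replicates were also compared by exact two-sided permutation of the libraries, where 6 against 3 libraries cannot go below 0.0119 and 3 against 5 not below 0.0179.

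The 33 genes that the paper names from its RNA-sequencing were analysed, and 1 of them is not reported singly here. A rule fixed in advance also asked for up to 3 genes each way with an adjusted p of 0.05 or less, a mean CPM of at least 1 and no overlap between the groups for 29P within TAC and within Sham, and no gene met it. The genes drawn in Fig. 2A, 2B, 5B and 6B were summarised as lists. Gene sets were tested with camera on log2 CPM after adding 0.1, which stands for 2 reads at 20 M, with an inter-gene correlation of 0.01. The sets were 35 collagen genes taken by symbol and 15 genes of the Reactome mitochondrial fatty acid beta-oxidation pathway shipped with fgsea 1.28.0. Gene ontology enrichment, the interaction network and the pathways of the paper were not used here. Principal components were computed from log2 CPM with genes centred and scaled.

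Alternatives were TMM factors (trimming 30% of log ratios and 5% of mean levels), totals without the 16 mitochondrial-encoded or the 4 haemoglobin genes, and median-of-ratios scaling. Further alternatives were other filters on low values, constants of 0.1 and 1, Benjamini-Hochberg calls, an added limit of 0.3 on the log2 fold change, only the groups compared, the run of animal numbers in the labels as a covariate, and each library left out in turn. The counts of higher and lower genes in each comparison, both overlaps and the camera p of both gene sets were also compared with those from other divisions of the same libraries into groups of the same sizes.

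The model was tested on 5 simulated data sets of 16218 genes with the same group sizes and 200 changed genes each. In a comparison without simulated changes, 5.16% of genes had an unadjusted p of 0.05 or less. This rate is from simulated libraries. It does not measure chance in the drug comparison within TAC, for which other divisions of the real libraries were used. Of the genes changed 2-fold, 94.0% were past the unadjusted and 65.5% past the adjusted threshold, and of those changed 1.4-fold 67.2% were past the unadjusted threshold. Permutation tests and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The libraries that the authors removed, the 6-week endpoint, qPCR, histology and echocardiography were not analysed here.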

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

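The tests in this part were chosen only after the results were seen. In Sham Veh mice, library S19 stood apart from the other 4 libraries for 3 of the 33 named genes: Acot2 was at a log2 CPM of 5.094 where the others were between 5.728 and 5.913, Eci1 at 7.191 against 7.54 to 7.671, and Nppb at 8.804 against 7.657 to 7.822. Each was picked out by Dixon's test, in which the gap to the nearest neighbour is set against the range of the group. Of 92 groups of values tested, 66 for named genes and 26 for library measures, 3 were picked out, and chance gives 4.6. S19 is 1 of the 3 libraries (S18, S19 and S20) with high atrial marker genes, and whether atrial tissue contributed to its Nppb was not tested. S20, which also has high atrial marker genes, was at 7.822 for Nppb, the highest of the other 4 but far below S19, and the difference between S19 and S20 stays open. All 5 libraries are of 1 condition, so no biological explanation was tested.

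The gene 4833412C05Rik was picked out because its 29P effect differed between TAC and Sham in a test of the interaction, with a difference of log2 fold changes of 9.571 (limma adjusted p = 0.034). It was listed at 0 in all 3 Sham 29P libraries, so the size of the difference rests on the added constant. With 0.1 added the difference was 0.51 (limma adjusted p = 0.999), and with 1 added it was −0.26 (limma adjusted p = 0.999), so over these alternatives the adjusted p ran from 0.034 to 0.999. The difference thus rested on the small constant under genes listed at 0, with an adjusted p of 0.9989 at a constant of 1. In 19 of 100 labellings of treatment within TAC and within Sham, the real one included and the others redrawn, at least 1 gene was past the adjusted threshold, and 58 of the 100 had at least as many genes as the 461 at an unadjusted p of 0.05.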

How the results depend on the processing

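Alternatives described as added were chosen after seeing the data, and the others were set before the data were examined. No paired analysis was possible because each mouse gave 1 library and the labels pair no animals across groups. The alternatives that use DESeq2, with its own size factors and on rounded CPM, were not run, because the file holds CPM and whole reads could not be restored. Of the alternatives run, those that changed a result are given by setting, and the cause was not tested except where stated.

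Scaling changed the direction counts after TAC. Relative to scaling by total, the median log2 fold change of all genes shifted by −0.34 (TAC Veh against Sham Veh) and −0.36 (TAC 29P against Sham 29P) with TMM factors, by −0.33 and −0.36 with median-of-ratios scaling, and by −0.16 and −0.18 without the mitochondrial-encoded genes in the totals. Within TAC the 29P comparison shifted by 0.03, 0.02 and 0.02. TMM factors gave 1974 higher and 2286 lower genes in TAC Veh against Sham Veh, 2501 and 2179 in TAC 29P against Sham 29P, 453 higher in Sham 29P against Sham Veh, 197 genes lower after TAC and higher with 29P, and 30.5% and 14.7% of the variance on PC1 and PC2. Without mitochondrial-encoded genes the counts were 3867 and 1070, 4464 and 892, 499 and 176 in the same order. Median-of-ratios scaling (added) gave 2108 and 2130, 2494 and 2192, 526 and 193.

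With Benjamini-Hochberg adjusted calls, 0 genes were higher and 0 lower with 29P within TAC, against 170 and 151 at an unadjusted p of 0.05, 0 of the 27 named genes stayed and both overlaps fell to 0. In Sham 29P against Sham Veh 0 were higher and 1 lower (259 and 956 unadjusted), in TAC Veh against Sham Veh 3648 higher and 310 lower, and in TAC 29P against Sham 29P 181 lower. The interaction, with 1 gene past the adjusted threshold, had 461 at an unadjusted p of 0.05, 2 adjusted with all genes with signal, and 0 with genes at the minimum in every library, with 0.1 or 1 added to CPM (added), with the run as a covariate and without S18 to S20 (added). A limit of 0.3 on the log2 fold change added to the unadjusted p kept every count within 1.5 times.

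All genes with signal gave 282 genes higher with 29P within TAC and 34.0% and 11.1% of the variance on PC1 and PC2. Genes at the minimum in every library gave 74 genes lower after TAC and higher with 29P, and 44.6% and 13.3% on PC1 and PC2 (added). Centring without scaling gave 32.6% and 14.2%. Fits of only the groups compared gave 280 higher and 399 lower genes with 29P within TAC and 77 and 391 within Sham. Adding 1 to CPM (added) gave 243 genes lower with 29P within TAC and an overlap of 218 genes higher after TAC. With the TAC effect taken from TAC 29P against Sham 29P, which shares TAC 29P with the drug comparison in the opposite sense, the overlaps were 64 and 35 genes.

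The run of animal numbers as a covariate gave 286 genes lower with 29P within TAC, 4685 higher in TAC 29P against Sham 29P, 539 lower in Sham 29P and an overlap of 275 genes higher after TAC. Leaving out S18 to S20 (added) gave 292, an overlap of 246, and 459 lower in Sham 29P. For the collagen set, estimating the inter-gene correlation gave a camera p of 0.205 in place of 3.82e-05, in a design whose exact permutation over 84 divisions is given under other observations; with 0.0001 or 1 added to CPM (added) and the correlation estimated, camera gave 0.239 and 0.194, with the same exact caveat. The fatty acid oxidation set stayed past 0.05 in every alternative run. With the inter-gene correlation of 0.01 this tells little, because the median camera p over the 84 divisions was itself 0.0012. With the correlation estimated the median camera p was 0.25.

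Leaving out 1 library at a time moved the counts with 29P within TAC from 73 to 289 (higher) and from 98 to 329 (lower) across 9 fits. For TAC Veh against Sham Veh they ran from 3824 to 6463 and from 404 to 610 across 8 fits, for TAC 29P against Sham 29P from 4311 to 7742 and from 226 to 385, and for Sham 29P against Sham Veh from 139 to 574 and from 280 to 2424. The overlaps ran from 76 to 304 and from 57 to 220 across 14 fits, the interaction from 0 to 9 across 17, and the shares of variance from 39.8 to 42.7% (PC1) and from 11.9 to 15.0% (PC2). The camera p ran from 2.59e-06 to 0.00915 for collagen and from 1.02e-14 to 3.68e-05 for fatty acid oxidation genes, where an exact permutation is again the test of the grouping. Named genes past the threshold with 29P within TAC ran from 4, without S2, to 27. The sign changed for Col1a1 (from −0.45 to 0.0184) and Itgb3 (from −0.25 to 0.24), both far from the threshold.

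Among the single genes and group means, 220 of 1675 further results changed: 188 weaker, 14 stronger, 4 reversed and 14 moved, and 1455 stayed as they were. For 29P within TAC, genes that lost the threshold with TMM factors included Abca1, Adamts1, Amot, Decr1, Etfdh and Hif1a, and the run as a covariate took out 12 of the 27 genes and added Ccn5, Nppa and Nppb. After TAC in Veh mice, 28 of the 32 genes past the threshold kept it in all 8 fits that left out 1 library.

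With depths between 14.2 and 23.8 M reads, a CPM of 0.5 is about 10 reads, so changes in genes below this level were not tested. The 29P comparisons rest on 3 libraries in 1 of the groups: with simulated changes of 1.4-fold at these group sizes 67.2% of genes were past the unadjusted threshold, so smaller changes are partly missed.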

Differences from the paper's values

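None of the 12 values that the paper states in its text and supplement, and neither share of variance read from its figure, differed by more than 1.5 times. Group means of log2 CPM were read by eye from figures for 52 groups of named genes, and 14 differed from the means here by more than the SD of the group. For Mme (Fig. 1G, read by eye) the paper's means are about 3.5 in Sham Veh, about 3.8 in Sham 29P, about 2.8 in TAC Veh and about 3.3 in TAC 29P mice, against 3.16, 3.51, 2.20 and 2.88 here. For Itgb3 (Fig. 4B, read by eye) they are about 2.5 in Sham Veh, about 2.2 in Sham 29P and about 2.9 in TAC Veh mice, against 1.58, 0.93 and 2.32. For Col4a3 (Fig. 5C, read by eye) they are about 2.7, about 2.8, about 4.2 and about 3.7 in Sham Veh, Sham 29P, TAC Veh and TAC 29P mice, against 1.94, 2.10, 3.99 and 3.40. For Col4a4 (Fig. 5C, read by eye) they are about 3.6 in Sham 29P and about 4.3 in TAC 29P mice, against 3.27 and 4.10, and for Ccn5 (Fig. 5D, read by eye) about 3.3 in Sham Veh mice, against 2.93. With 1 added to CPM before the log, an alternative set before the data were examined, the means of Mme in Sham Veh (3.32) and TAC 29P (3.07), Itgb3 in Sham 29P (1.62) and TAC Veh (2.59), Col4a3 in Sham Veh (2.29) and Sham 29P (2.41), Col4a4 in both groups (3.41 and 4.18) and Ccn5 (3.11) no longer differed. Those of Mme in Sham 29P (3.63) and TAC Veh (2.49), Itgb3 in Sham Veh (2.01) and Col4a3 in TAC Veh (4.07) and TAC 29P (3.53) still did, and that of Ces1d in Sham 29P (6.24 against the paper's about 6.2, Fig. 3B, read by eye) differed by more than its small spread with this setting. With 2 added, an alternative chosen after seeing the values, 2 of the 52 means differed, Mme (3.74) and Ces1d (6.26) in Sham 29P.

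The paper calls Ccn5 reduced by 29P in TAC mice, and here its unadjusted limma p was 0.0513 (exact permutation p = 0.131). Ccn5 was past the threshold with genes at the minimum in every library, with only the groups compared and with the run as a covariate, all set before the data were examined. It was also past it with 0.1 or 1 added to CPM, chosen after seeing the data. The constant of 1 had been set beforehand for group means, as above, but not for tests of genes. The paper states that clustering of all genes grouped the libraries by surgery, and here only the selection of 13305 genes did so, while trees of the 16218 genes tested and of all 21798 genes did not. The paper reports Nppa as increased by TAC: the log2 fold change in Veh mice was 2.07 here, past the unadjusted threshold but not after adjustment (limma adjusted p = 0.0794, exact permutation p = 0.196). With the run as a covariate, set before the data were examined, it was 3.41 and past the unadjusted threshold. With genes at the minimum in every library, set before the data were examined, the number of genes was 13305 and the counts came closer to the paper's than with the filter used.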

Other observations

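The tests on the TAC Veh libraries shared by both comparisons, on exon length and GC content, on the Sham 29P library with the fewest reads, on atrial tissue as a source of Nppa and on the marker genes of clock, handling, glucocorticoid, atrial, fat and epicardial cells were chosen before their results were seen; all other tests in this part were chosen only after the result was seen.

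Other divisions of the same libraries were used to see how often groups of the same sizes give as many genes, and each number of divisions includes the real one. For 29P within TAC, 27 of the 84 divisions gave at least the 170 higher genes and 23 of 84 at least the 151 lower genes. The overlap of genes higher after TAC and lower with 29P was reached in 17 of 84 divisions (median 32, most 938), and the overlap of 113 genes in 6 of 84 (median 26.5, most 285). For the collagen set 13 of 84 gave as small a camera p, and for the fatty acid oxidation set 6 of 84. Each of these is at or above 1 in 20, so none of these results can be told apart from a chance division of the TAC libraries. After TAC in Veh mice, 1 of 56 divisions gave as many higher genes and 15 of 56 as many lower genes. Under 29P, 1 of 84 gave as many genes higher after TAC and 23 of 84 as many lower. In both comparisons, divisions that put TAC libraries in the place of Sham turn genes that rise with TAC into lower ones. The most lower genes, 5525 in Veh and 2768 in 29P mice, came from such divisions. The numbers for lower genes therefore do not measure chance. In Sham, 33 of 56 gave as many genes higher with 29P and 17 of 56 as many lower. For the interaction, 19 of 100 labellings, the real one and redrawn ones, gave at least 1 gene past the adjusted threshold.

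A division that follows the runs of animal numbers gave more genes than the real one within TAC and a larger overlap of genes higher after TAC. TAC libraries S12, S16 and S18 against those of the run S1 to S11 gave 403 higher and 501 lower genes (2 past adjustment) and overlaps of 323 and 44. Its overlap of genes lower after TAC was smaller than the real 113, and among the permutation divisions its camera p was 0.0023 for collagen and 0.096 for fatty acid oxidation genes, against the real 3.82e-05 and 9.00e-13. Of the real groups, 5 of 6 TAC 29P libraries are in the run S1 to S11 and 2 of 3 TAC Veh libraries are outside it, so run and treatment overlap in these groups, and for the gene counts and the overlap of genes higher after TAC they cannot be told apart. For the opposing overlap and the gene sets, the run division was weaker than the real one. The same division of the Sham libraries gave 812 and 456 genes (3 past adjustment), against 259 and 956 for the treatment. With the run as a covariate, 18 of the 33 named genes were past the unadjusted threshold for 29P, against 27 without it, and 15 of the 18 were among the 27. The runs hold too few libraries of each group to be separated from 29P.

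The TAC and 29P effects share the TAC Veh libraries, which alone would make them oppose each other. Across genes, which are not independent, their correlation was −0.60 with all 3 TAC Veh libraries in both, and its median was −0.15 over the 6 divisions with no library shared, negative in all 6 (from −0.36 to −0.04). With the TAC effect from TAC 29P against Sham 29P it was 0.02. By the limit of −0.1 chosen before the test, sharing is not the whole source of the opposition across all genes tested, although 2 of the 6 divisions were above that limit. This is 1 correlation over all genes, and it was not computed for the genes of either overlap.

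More genes were higher than lower after TAC with scaling by total, 91.5% of those called in Veh mice. With TMM factors the share was 46.3%, but TMM centres the bulk of the genes, so a share near 50% follows from that scaling and is no test of the mitochondrial-encoded reads. With totals that leave out the mitochondrial-encoded genes the share was still 78.3%, so their larger share in Sham libraries may account for part of the excess at most. Exon length was related to the TAC fold change in Veh mice across 15917 genes with a Spearman correlation of 0.199, only just under the limit of 0.2 set for it. GC content was related to it with 0.238, above the limit, so GC content remains as an explanation. In 29P mice the TAC fold change gave −0.021 for exon length and 0.381 for GC content. Between Sham 29P and Sham Veh mice, which do not differ in surgery, the values were 0.332 and −0.257. Each is a correlation across genes, which are not independent replicates. A biological excess of rising genes cannot be told apart from the choice of scaling or from GC content.

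Marker genes of possible sources other than the treatment were not past 0.05 between TAC 29P and TAC Veh libraries by exact permutation: p was 0.0714 for red blood cells, 0.0595 for the circadian clock, 0.631 for immediate early genes (handling), 0.0714 for glucocorticoid response, 0.0833 for atrial, 0.905 for fat and 0.107 for epicardial genes. In the same order, the mean log2 CPM of the genes changed with 29P by −1.02, −0.33, −0.24, −0.75, 4.89, −0.44 and −4.19. Adjusted over the 7 sets, the permutation p was 0.146 for blood, clock, glucocorticoid and atrial genes, 0.15 for epicardial, 0.736 for handling and 0.905 for fat. Some of these differences are large, but genes listed at 0 weigh heavily on means of log2 CPM. The atrial gene Sln was listed at 0 in all 3 TAC Veh libraries. In the TAC 29P libraries other than S18 it was at 0.3165 CPM or less. The size of the atrial difference therefore rests in part on the small constant added to CPM, and the other sets were not examined for this. With 3 TAC Veh libraries a p above 0.05 does not rule these sources out.

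In S18, S19 and S20 the atrial genes Sln, Myl7, Myl4 and Dkk3 were above the other 14 libraries, and Bmp10 was so in S18 only. Sln was between 161.5 and 441.4 CPM against at most 0.627 in the others, Myl7 between 335.5 and 894.8 against at most 1.00, and Myl4 between 518 and 1207 against at most 4.43. Dkk3 was between 100.1 and 193.9 against at most 26.35. Bmp10 was at 514.2 in S18, 0.1787 in S19 and 0 in S20, against at most 0.2237 in the others. These are the 3 libraries of the run S18 to S20, and a random choice of 3 of 17 libraries picks them with a probability of 0.00147 (1 of 680). The run was singled out because these libraries were high, so that value restates the observation and is no independent test of a tie to the run. It says nothing of the source of the atrial genes, and the libraries are of 2 groups, 1 TAC 29P and 2 Sham Veh. The paper does not report these high atrial genes. Nppa was lower in Sham 29P than in Sham Veh mice by −2.31 (limma p = 0.0145, adjusted p = 0.651, exact permutation p = 0.125). The other atrial markers differed with an exact permutation p = 0.25, and with S19 and S20 as the only Sham libraries of that run, atrial tissue and treatment cannot be told apart. Across the 8 Sham libraries Nppa followed the atrial markers with r = 0.941 (exact permutation p = 0.0071, adjusted p = 0.0142 over 4 relations) and rho = 0.619 (exact permutation p = 0.11); without the 2 libraries farthest from the median r was 0.433, so the relation rests on those libraries. Nppb was also lower in Sham 29P than in Sham Veh mice, by −0.99 (limma p = 0.00158, adjusted p = 0.651, exact permutation p = 0.0179). Without S18 to S20 the Nppa difference between the Sham groups was −0.74 and no longer past the threshold. The Nppb difference stayed past the unadjusted threshold without S18 to S20, so it did not rest on those libraries alone. It also stayed past it with the run as a covariate (−0.77) and in all 8 fits that left out 1 Sham library (from −1.17 to −0.77).

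The number of genes lower in Sham 29P than in Sham Veh mice was 956, and 280 without S14. S14 was the Sham 29P library with the fewest reads, and also had the highest mitochondrial-encoded share (40.0%) and PC1 score (165) of all libraries. Leaving it out removes all of these together. Low depth of S14 remains a candidate explanation, but was not tested apart from its other differences.

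On PC2 the runs of animal numbers held 51.3% of the variance (permutation p = 0.0198), so differences between runs remain as a candidate explanation of PC2. PC1 followed the share of mitochondrial-encoded reads within Sham with r = 0.889 (exact permutation p = 0.0022, adjusted p = 0.0088) and rho = 0.786 (exact permutation p = 0.028), and r = 0.616 without the 2 farthest libraries. Within TAC r was 0.695 (permutation p = 0.037, adjusted p = 0.0493) and rho 0.517 (permutation p = 0.16), and without the 2 farthest libraries r was 0.192, so the relation within TAC rests on those libraries. The limit of 0.7 in both surgeries was missed only just, by r within TAC, so it does not set the share aside. The share remains a candidate explanation of PC1 within Sham, and within TAC these libraries do not decide. The runs hold too few libraries of each surgery to repeat these relations within them. Within TAC, PC1 and the red blood cell genes had r = −0.565 (permutation p = 0.12), rho = −0.35 (permutation p = 0.36) and r = −0.404 without the 2 farthest libraries.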
